# Aquaporin five deficiency suppresses fatty acid oxidation and delays liver regeneration through the transcription factor PPAR

**DOI:** 10.1016/j.jbc.2025.108303

**Published:** 2025-02-11

**Authors:** Bin Li, Shixu Liu, Wenshuo Han, Peirong Song, Hetong Sun, Xin Cao, Guohu Di, Peng Chen

**Keywords:** Aqp5, liver regeneration, hydrogen peroxide, lipid accumulation, PPAR pathway

## Abstract

After 70% partial hepatectomy (PHx), the metabolic pathways leading to hepatocyte lipid droplet accumulation during liver regeneration remain unclear. Aquaporin 5 (Aqp5) is an aquaporin that facilitates the transport of both water and hydrogen peroxide (H_2_O_2_). In this study, we observed delayed liver regeneration following PHx in *Aqp5* knockout (*Aqp5*^*−/−*^) mice. Considering the role of Aqp5 in H_2_O_2_ transport, we hypothesized that deficiency in *Aqp5* may induce oxidative stress and hepatocyte injury. Through the measurement of reactive oxygen species (ROS) and redox-related indices, we observed significant alterations in ROS levels as well as malondialdehyde (MDA), superoxide dismutase (SOD), and reduced glutathione (GSH) concentrations in regenerating livers lacking *Aqp5* compared to wild-type controls. Oil Red O and 4-hydroxynonenal (4-HNE) staining results indicated that *Aqp5* deficiency caused lipid accumulation during liver regeneration. The transcriptome sequencing results showed that the PPAR pathway is inhibited during the liver regeneration process in *Aqp5* gene-knockout mice. The administration of the WY-14643 agonist, which targets the PPAR pathway, significantly mitigated delayed liver regeneration by enhancing hepatocyte proliferation and reducing lipid accumulation caused by *Aqp5* deficiency. Our findings highlight the crucial role of *Aqp5* in regulating H_2_O_2_ levels and lipid metabolism through the PPAR pathway during liver regeneration.

The liver exhibits a substantial capacity for regeneration, which encompasses an intricate cascade of various cytokines, growth factors, and metabolic modifications (1, 2). The 70% partial hepatectomy (PHx) model is predominantly employed in investigating liver regeneration (3). After PHx, the residual hepatocytes swiftly enter the cell cycle and undergo rapid proliferation to compensate for the body's energy demands (4).

After PHx, the liver undergoes a series of metabolic changes, including temporary hepatic lipid accumulation or transient regeneration-related steatosis (TRAS). This phenomenon is considered one of the most significant physiological changes observed during PHx-induced liver regeneration and is essential for proper physiological liver regeneration (5). During TRAS, accumulated lipids originate from systemic lipolysis of peripheral fat storage and are rapidly utilized for ATP production through β-oxidation to facilitate efficient liver regeneration (5, 6, 7). In murine models, levels of TRAS typically peak at 24 h and subsequently decline to low levels between 48 to 72 h after PHx (8, 9). Although excessive lipid accumulation during liver regeneration can have detrimental effects on hepatocyte proliferation, the underlying mechanisms governing lipid accumulation and metabolism remain elusive (10, 11).

Hydrogen peroxide (H_2_O_2_) is generated during rapid liver regeneration in response to stimulation from growth factors, chemokines, and environmental stressors (12, 13, 14, 15). However, excessive production of H_2_O_2_ in hepatocytes can lead to oxidative stress and subsequent hepatocyte death (13, 16). Aquaporins (Aqps) are transmembrane proteins responsible for facilitating water transport across cell membranes (17). Certain isoforms of the Aqps family have been demonstrated to enhance the transport of H_2_O_2_ across biological membranes. These specific Aqps, referred to as peroxide proteins, play a vital role in regulating redox signaling in various organisms (17, 18). Aberrant expression of Aqps in the gastrointestinal system has been associated with the pathogenesis and progression of various diseases (19). In mammalian livers, multiple members of the aquaporin subfamily, namely Aqp1, Aqp4, Aqp5, Aqp8, and Aqp9, are present. Among these isoforms, both Aqp5 and Aqp9 function as water channels facilitating efficient water transport while also serving as peroxide porins enabling effective H_2_O_2_ transportation (17, 18, 20, 21). The present study demonstrates that *Aqp5* is expressed in both mouse and human liver cells, as well as the hepatoblastoma cell line HepG2.2.15 and the HCC cell line Huh7, indicating a close association with *Aqp5* (22, 23, 24, 25).

Peroxisome proliferator-activated receptors (PPARs) are members of a superfamily of intranuclear receptor transcription factors that regulate gene expression (26). PPARs consist of three subtypes: PPARα, PPARβ, and PPARγ, each subtype regulates distinct target genes (27). Known as fatty acid receptors primarily involved in the regulation of fatty acid metabolism, PPARα is highly expressed in the liver and plays a crucial role in hepatic lipid metabolism (28, 29, 30, 31). The PPARα gene plays a significant role in hepatic lipid development, storage, and transport as well as fatty acid oxidation (FAO) (32). It exerts control over the expression of genes associated with FAO in the liver, primarily regulating the mitochondrial β-oxidation system, peroxisomal β-oxidation system, and microsomal ω-oxidation system (33). Additionally, PPARα modulates the expression of key enzymes involved in the peroxisomal β-oxidation pathway, such as acetyl coenzyme-A oxidase, ACSL1, dehydrogenase multifunctional enzyme, and ketoacetyl coenzyme-A thiolase (34).

The ACSL is classified into five subfamilies based on the length of the acyl chains, namely ACSL1, ACSL3, ACSL4, ACSL5, and ACSL6 (35). The predominant isoform in the liver, ACSL1, plays a crucial role in hepatic lipid metabolism and serves as a target gene for PPAR (36). In mammals, intracellular processing of long-chain fatty acids requires their initial activation of acyl-CoA by ACSL. Primarily located in the cytoplasm, ACSL1 esterifies long-chain acyl-CoA which subsequently undergoes β-oxidation (37). Additionally, it plays a crucial role in the synthesis of long acyl-CoA esters necessary for the regulation of diverse physiological processes. Dysregulation of ACSL1 as a provider of substrates in anabolic or catabolic pathways can result in disorders such as hepatic steatosis, hyperacidemia, insulin resistance, and others (37). Furthermore, Cytochrome P450 monooxygenase (Cyp4a), being another PPAR-sensitive target gene, is responsible for microsomal fatty acid oxidation (38). In mouse livers, Cyp4a10, Cyp4a12a, Cyp4a12b, and Cyp4a14 belong to the Cyp4a subfamily and play pivotal roles in maintaining lipid homeostasis and regulating fatty acid signaling pathways (39, 40). Studies conducted on PPARα^−/−^ mice have demonstrated that hepatic expression of the Cyp4a genes is significantly diminished in the absence of PPARα (Cyp4a10, Cyp4a12, and Cyp4a14 in mice; Cyp11 in humans) (41).

In this study, it was demonstrated that *Aqp5* plays a pivotal role in liver regeneration by regulating oxidative stress through H_2_O_2_ concentration. The regenerated livers of *Aqp5*^*−/−*^ mice exhibited accumulated lipid droplets, a significant downregulation of the PPAR pathway, and impaired hepatocyte proliferation due to excessive lipid droplet accumulation. Furthermore, the activation of the PPAR pathway using WY-14643 promoted hepatocyte proliferation. Therefore, *Aqp5* may facilitate liver regeneration through its involvement in fatty acid oxidation *via* the PPAR pathway.

## Results

### Localization of Aqp5 expression and lipid alterations in the liver of *Aqp5*^*−/−*^ mice

Western blot analysis was conducted on hepatic tissues obtained from wild-type (*Aqp5*^*+/+*^) and *Aqp5*^*−/−*^ mice. Aqp5 expression was detected in the hepatic tissues of *Aqp5*^*+/+*^ mice, whereas it was absent in *Aqp5*^*−/−*^ mice (Fig. 1*A*). Consistent results were obtained from RT-qPCR analysis of hepatic tissues from both *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice (Fig. 1*C*). Immunofluorescence staining confirmed these findings by demonstrating the presence of Aqp5 in the hepatic tissues and primary hepatocyte of *Aqp5*^*+/+*^ mice, but its absence in those of *Aqp5*^*−/−*^ mice (Fig. 1, *B* and *D*). We further investigated the expression of AQP5 in normal liver tissues and paracancerous tissues from human samples (Fig. S1*A*). As well, the expression of other AQPs was examined in the liver of *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice (Fig. S2*A*). 

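Of the other aquaporins, Aqp1, Aqp4, Aqp8, Aqp9 and Aqp11 were measured at a level that allowed a test in the livers at 72 h after 70% PHx, and none of these 5 passed it with edgeR, DESeq2 or limma. Aqp8, a water and hydrogen peroxide channel of hepatocytes, had the largest difference of the 5 relative to its error. By RNA-seq, its expression, as counts scaled to a common library size (CPM), was 32.9 ± 5.85 CPM (SD, n = 3 libraries) in Aqp5+/+ livers and 15.9 ± 8.96 CPM (SD, n = 3) in Aqp5-/- livers. All 3 Aqp5-/- libraries lay below the Aqp5+/+ libraries, although the nearest pair was at 26.2 CPM in both genotypes after rounding, and Aqp8 alone of the 5 had an unadjusted p under 0.05. The log2 fold change of Aqp8 was -1.05 (standard error 0.38) with an unadjusted p of 0.023 and an adjusted p = 0.48 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Aqp9, the glycerol channel of the hepatocyte membrane, was at 3.73 ± 0.821 CPM in Aqp5+/+ and 2.54 ± 1.54 CPM in Aqp5-/- livers (SD, n = 3 each). Aqp1, the water channel of bile duct and endothelial cells, was at 52.1 ± 27.2 CPM and 42.3 ± 23 CPM (SD, n = 3 each) in the same order. Aqp11, an intracellular aquaporin, was at 12.1 ± 9.12 CPM and 15 ± 5.65 CPM, and Aqp4 at 3.32 ± 1.34 CPM and 3.22 ± 0.466 CPM (SD, n = 3 each). The log2 fold changes of these 4 genes lay between -0.56 for Aqp9 and 0.29 for Aqp11. That of Aqp4 was -0.06 with TMM and 0.10 with library totals alone. Without Aqp5+/+ replicate 1 that of Aqp1 went from -0.30 to 0.20, and without Aqp5+/+ replicate 2 that of Aqp11 went to -0.16. In these libraries the genotypes also differed fully in Y-linked transcripts, so differences in aquaporins cannot be assigned to Aqp5 loss alone. In the annotation of GRCm38, Aqp8 lies on chromosome 7 from 123462291 to 123468004 and Aqp9 on chromosome 9 from 71110659 to 71168682.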

H&E staining revealed hepatocytes with enlarged size and disorganized structures in 12-month-old *Aqp5*^*−/−*^ mice (Fig. 1*E*), whereas ORO staining demonstrated accumulation of neutral triglycerides within their hepatocytes (Fig. 1*F*). The intensity of neutral triglycerides exhibited a significant increase from ages one to 12 months, surpassing the levels observed in age-matched wild-type controls (n = 3 per group) (Fig. 1*G*). Moreover, there was an evident accumulation of lipid peroxidation end-products within the hepatocytes of aged *Aqp5*^*−/−*^ mice, as indicated by positive staining with anti-4-HNE antibodies; this effect became more pronounced with advancing age compared to *Aqp5*^*+/+*^ mice over time (n = 3 per group) (Fig. 1, *H* and *I*).

**Figure 1:**
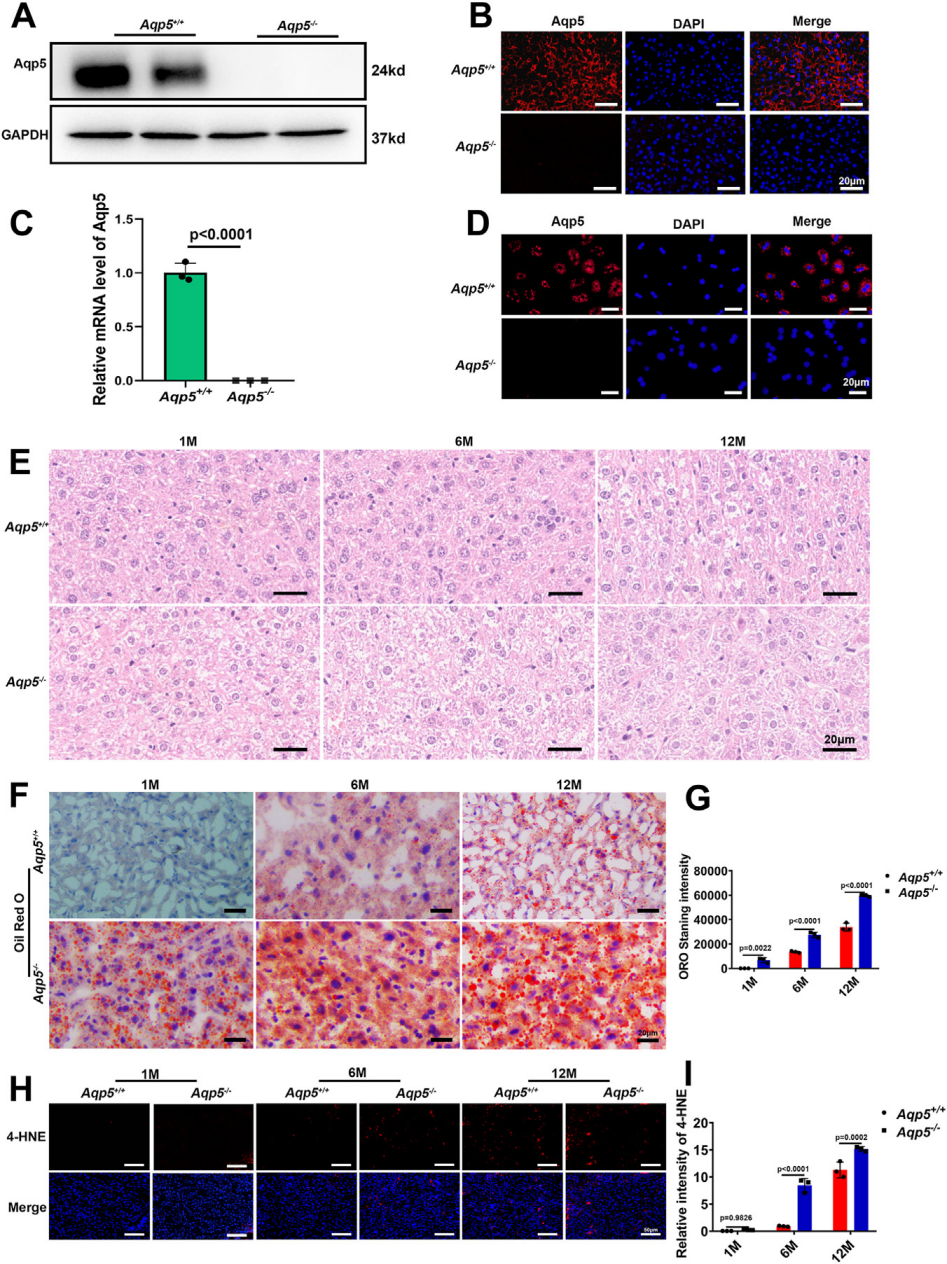
**Aqp5 expression localization and lipid changes in the liver.***A*, Western blotting showed the expression level of *Aqp5* and GAPDH in hepatic tissues. *B*, immunofluorescence staining showed the expression of Aqp5 in hepatic tissues (*red*, *Aqp5*; *blue*, 4 6-diamidine-2-benzene index [DAPI]). *C*, the expression of Aqp5 mRNA in the hepatic tissues was determined by qPCR (n = 3). *D*, the expression of Aqp5 in primary hepatocytes was detected by immunofluorescence staining. *E,* H&E staining of hepatic tissues. *F*, ORO staining of hepatic tissues. *G*, ORO staining intensity was analyzed by ImageJ software. Statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. For a 2-way ANOVA comparing time points (1, 6, 12 months) and genotype (wild-type *versus* knockout) for their effect on ORO Staining intensity: Time: F (2, 12) = 839.5, *p* < 0.0001; Genotype: F (1, 12) = 317.8, *p* < 0.0001; Interaction (Time × Genotype): F (2, 12) = 40.57, *p* < 0.0001. *H*, 4-HNE staining in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice liver. *I*, 4-HNE staining intensity analyzed by ImageJ software. Statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. For a 2-way ANOVA comparing time points (1, 6, 12 months) and genotype (wild-type *versus* knockout) for their effect on relative intensity of 4-HNE: Time: F (2, 12) = 401.3, *p* < 0.0001; Genotype: F (1, 12) = 102.5, *p* < 0.0001; Interaction (Time × Genotype): F (2, 12) = 30.37, *p* < 0.0001. Data were shown as mean ± SD. Scale bar: (*B*, *D*–*F*) 20 μm. (*H*) 50 μm.

### The deficiency of *Aqp5* resulted in decreased hepatocyte proliferation during liver regeneration following PHx

To investigate the role of *Aqp5* in liver regeneration, we conducted 70% PHx on age-matched *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice. Interestingly, histological examination using H&E staining revealed a higher abundance of lipid droplets and more pronounced vacuolar degeneration in the regenerating liver of *Aqp5*^*−/−*^ mice compared to *Aqp5*^*+/+*^ mice at 48 and 72 h post-PHx (Fig. 2*A*). Furthermore, the liver-to-body weight ratio was significantly reduced in *Aqp5*^*−/−*^ mice compared to their wild-type counterparts at 36, 48, and 72 h after PHx (Fig. 2*B*). Moreover, the survival rate of *Aqp5*^*−/−*^ mice was significantly lower compared to that of *Aqp5*^*+/+*^ mice (Fig. S2*B*). Additionally, at 14 days post-PHx, the liver-to-body weight ratio in *Aqp5*^*−/−*^ mice were also found to be lower than that in *Aqp5*^*+/+*^ mice (Fig. S2*C*). Additionally, serum levels of AST and ALT were markedly elevated at these time points in *Aqp5*^*−/−*^ mice (Fig. 2*C*).

**Figure 2:**
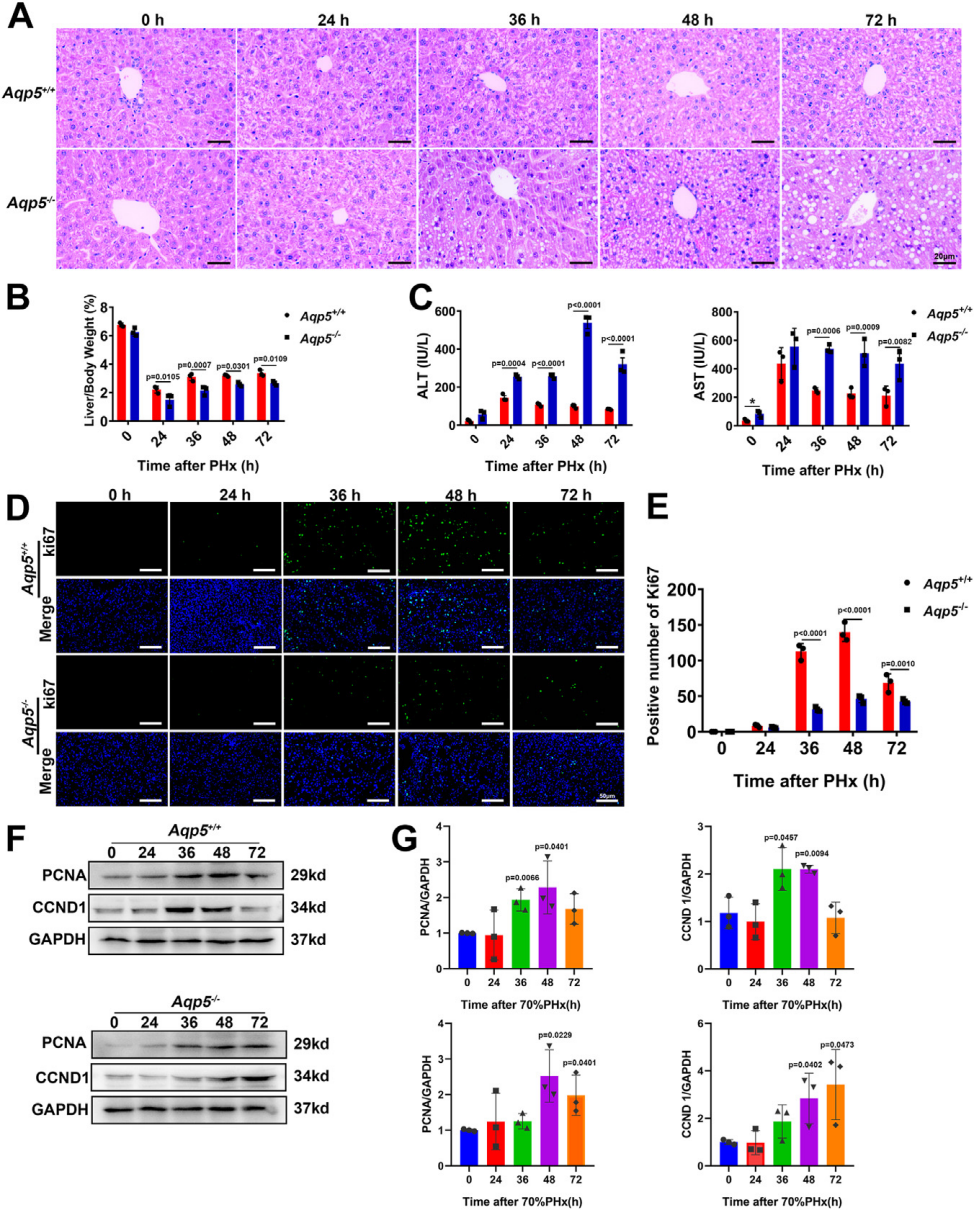
***Aqp5* deficiency resulted in decreased hepatocyte proliferation during liver regeneration after PHx.***A*, H&E staining was performed at indicated time points after PHx. *B*, Liver-to-body weight ratios were calculated at indicated time points. Statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on Liver/Body Weight: Time: F (4, 20) = 361.0, *p* < 0.0001; Genotype: F (1, 20) = 59.66, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 0.6463, *p* = 0.6360. *C*, the activity of ALT and AST was measured in the serum of *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice at indicated time points after PHx. Statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. For a 2-way ANOVA comparing time points (0, 24, 36, 48, and 72 h) and genotype (wild-type *versus* knockout) for their effect on ALT: Time: F (4, 20) = 78.09, *p* < 0.0001; Genotype: F (1, 20) = 374.3, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 47.71, *p* < 0.0001. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type vs. knockout) for their effect on AST: Time: F (4, 20) = 28.01, *p* < 0.0001; Genotype: F (1, 20) = 48.90, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 2.993, *p* = 0.0435. *D*, immunofluorescence of Ki67 at indicated time points after PHx was performed. *E*, Ki67 positive hepatocytes were calculated. Statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on positive number of Ki67: Time: F (4, 20) = 195.5, *p* < 0.0001; Genotype: F (1, 20) = 246.4, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 57.86, *p* < 0.0001. *F*, Western blotting of PCNA and CCND1 at indicated time points after PHx was performed. GAPDH was used as a loading control. *G*, PCNA and CCND1 expression was quantified (n = 3). Statistics were calculated by using a One-way ANOVA with Sidak's multiple comparisons. The PCNA results of *Aqp5*^*+/+*^ mice showed that the overall difference is significant, with F (4, 10) = 4.976, *p* = 0.0181. The CCND1 results of *Aqp5*^*+/+*^ mice showed that the overall difference is significant, with F (4, 10) = 8.277, *p* = 0.0033. The PCNA results of *Aqp5*^*−/−*^ mice showed that the overall difference is significant, with F (4, 10) = 3.931, *p* = 0.0360. The CCND1 results of *Aqp5*^*−/−*^ mice showed that the overall difference is significant, with F (4, 10) = 5.339, *p* = 0.0145. Data were shown as mean ± SD. Scale bar: (*A*) 20 μm. (*D*) 50 μm.

After 36, 48, and 72 h post-PHx, a reduced number of Ki67-positive hepatocytes were observed in the livers of *Aqp5*^*−/−*^ mice compared to *Aqp5*^*+/+*^ mice (Fig. 2*D*). The expression level of ki67 reached its peak at 48 h after PHx; however, the number of positive cells in *Aqp5*^*−/−*^ mice was only one-third that of *Aqp5*^*+/+*^ mice (Fig. 2*E*). Western blot analysis revealed that *Aqp5*^*+/+*^ mice showed significant proliferation 36 h after 70% PHx, while *Aqp5*^*−/−*^ mice showed significant proliferation 48 h later. Liver regeneration was delayed in *Aqp5*^*−/−*^ mice compared to *Aqp5*^*+/+*^ mice. (Fig. 2, *F* and *G*).

### *Aqp5* deficiency resulted in redox imbalance and lipid droplet accumulation during liver regeneration

The ROS staining results demonstrated a significant elevation of ROS levels in the liver of *Aqp5*^*−/−*^ mice at 0, 24, 36, 48, and 72 h post-PHx (Fig. 3*A*). Specifically, the number of ROS-positive cells rose from 55.67 ± 8.74 in *Aqp5*^*+/+*^ mice to 95 ± 8.89 in *Aqp5*^*−/−*^ mice at the time point of 48 h after PHx (*p* < 0.01; n = 3 per group), and from 31 ± 11.36 in *Aqp5*^*+/+*^ mice to 83.67 ± 3.06 in *Aqp5*^*−/−*^ mice at 72 h after PHx (*p* < 0.01; n = 3 per group) (Fig. 3*B*). The immunohistochemical staining of 4-HNE demonstrated an accumulation of lipid peroxidation end-products in the liver of *Aqp5*^*−/−*^ mice throughout the proliferative phase of regeneration at 24, 36, 48, and 72 h after PHx (Fig. 3*C*). Importantly, there was a significant increase in the intensity of 4-HNE from 8.847 ± 0.82 in *Aqp5*^*+/+*^ mice to 18.9 ± 1.85 in *Aqp5*^*−/−*^ mice at 48 h after PHx (*p* < 0.01; n = 3 per group), and from 5.91 ± 0.43 in *Aqp5*^*+/+*^ mice to 15 ± 1.11 in *Aqp5*^*−/−*^ mice at 72 h after PHx (*p* < 0.01; n = 3 per group) (Fig. 3*D*). Meanwhile, ORO revealed hepatic lipid accumulation in the liver of *Aqp5*^*−/−*^ mice throughout the proliferative phase of regeneration at 0, 24, 36, 48, and 72 h after PHx (Fig. 3*E*). The intensity of neutral TG significantly increased from 42,579 ± 8312 in *Aqp5*^*+/+*^ mice to 160,053 ± 6648 in *Aqp5*^*−/−*^ mice at 48 h after PHx (*p* < 0.01; n = 3 per group), and from 12,870 ± 2011 in *Aqp5*^*+/+*^ mice to 79,793 ± 4427 in *Aqp5*^*−/−*^ mice at 72h after PHx (*p* < 0.01; n = 3 per group) (Fig. 3*F*). Furthermore, the biochemical analysis revealed a significant elevation in MDA levels and reduction in SOD and GSH levels in *Aqp5*^*−/−*^ regenerating liver compared to *Aqp5*^*+/+*^ at 48 and 72 h after PHx (Fig. 3*G*). Interestingly, there was an increased transient hepatic accumulation of TG in *Aqp5*^*−/−*^ mice during the 72-h period following PHx, accompanied by elevated serum NEFA levels at the same time points (Fig. 3*H*).

**Figure 3:**
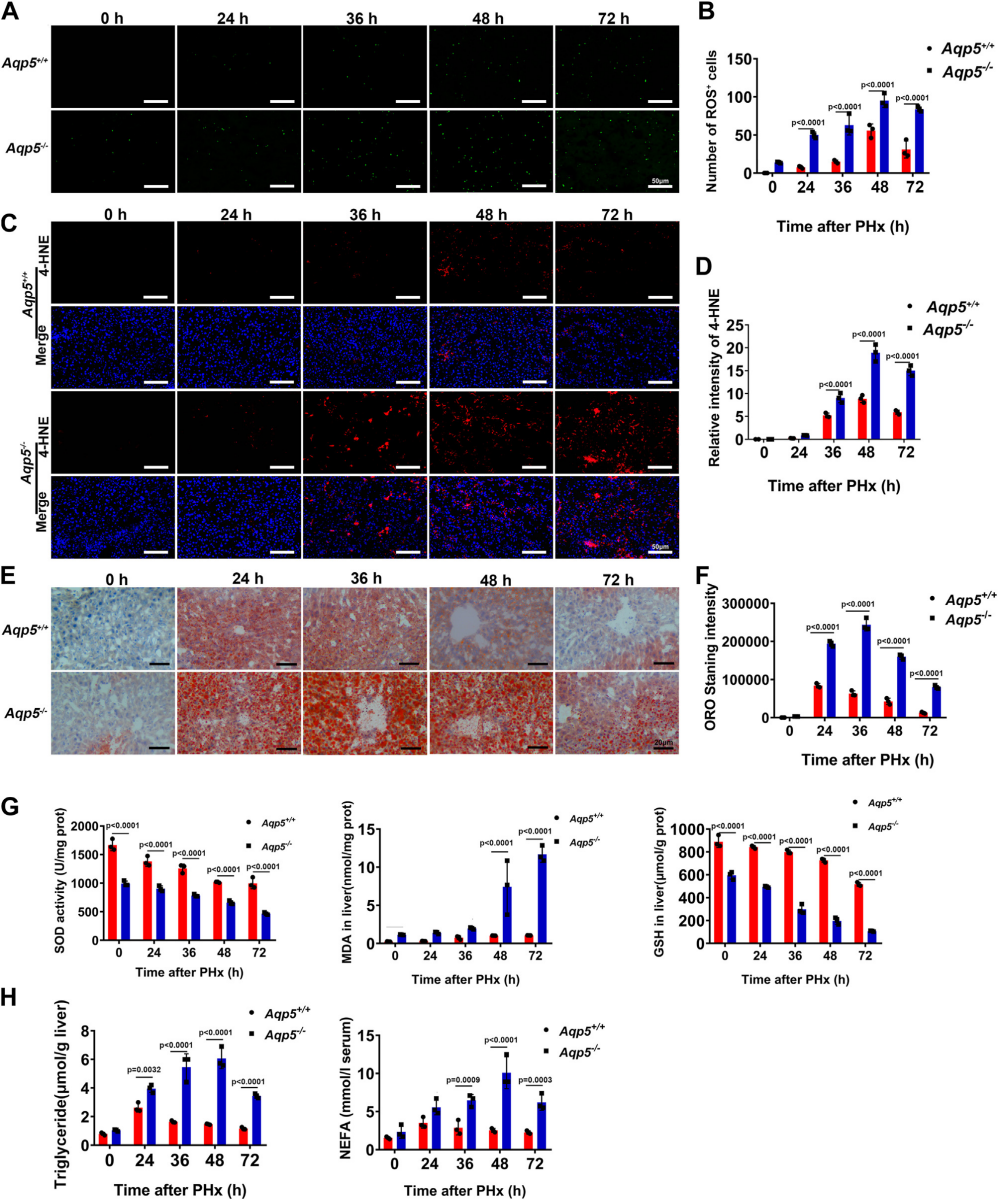
***Aqp5* deficiency resulted in lipid droplet accumulation and redox imbalance during liver regeneration.***A*, ROS in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice liver at indicated time points after 70% PHx. *B*, ROS positive hepatocytes were calculated. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on number of ROS^+^cells: Time: F (4, 20) = 84.95, *p* < 0.0001; Genotype: F (1, 20) = 237.9, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 6.973, *p* = 0.0011. *C*, 4-HNE staining in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice liver at indicated time points after PHx. *D*, 4-HNE staining intensity analyzed by ImageJ software. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type vs. knockout) for their effect on relative intensity of 4-HNE: Time: F (4, 19) = 290.0, *p* < 0.0001; Genotype: F (1, 19) = 220.3, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 42.86, *p* < 0.0001. *E*, ORO staining was performed at indicated time points after PHx. *F*, the quantitative analysis of ORO staining by ImageJ software. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type vs. knockout) for their effect on ORO Staining intensity: Time: F (4, 20) = 474.0, *p* < 0.0001; Genotype: F (1, 20) = 1333, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 126.1, *p* < 0.0001. *G*, alteration of GSH, SOD, and MDA in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ liver at indicated time points after PHx. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on SOD: Time: F (4, 20) = 89.60, *p* < 0.0001; Genotype: F (1, 20) = 502.2, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 5.196, *p* = 0.0049. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on MDA: Time: F (4, 20) = 27.21, *p* < 0.0001; Genotype: F (1, 20) = 89.06, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 20.57, *p* < 0.0001. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on GSH: Time: F (4, 20) = 240.2, *p* < 0.0001; Genotype: F (1, 20) = 1803, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 20.57, *p* < 0.0001. *H*, hepatic TG were evaluated at indicated time points after PHx. Serum NEFA were evaluated at indicated time points after PHx. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on TG: Time: F (4, 20) = 52.07, *p* < 0.0001; Genotype: F (1, 20) = 282.0, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 29.80, *p* < 0.0001. For a 2-way ANOVA comparing time points (0, 24, 36, 48, 72 h) and genotype (wild-type *versus* knockout) for their effect on NEFA: Time: F (4, 20) = 15.98, *p* < 0.0001; Genotype: F (1, 20) = 104.8, *p* < 0.0001; Interaction (Time × Genotype): F (4, 20) = 10.62, *p* < 0.0001. All statistics were calculated by using Two-way ANOVA with Sidak's multiple comparison test. Data were shown as mean ± SD. Scale bar: (*A* and *C*) 50 μm. (*E*) 20 μm.

### The PPAR pathway was suppressed during hepatic regeneration in *Aqp5*^*−/−*^ mice

We identified a total of 16,599 genes in the livers of *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice at 72 h post 70% PHx using RNA-seq analysis. Among these genes, there were 770 differentially expressed genes, including 247 downregulated and 523 upregulated genes.

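RNA was sequenced from regenerating livers of Aqp5+/+ mice and of Aqp5-/- mice, which lack the water and hydrogen peroxide channel aquaporin 5, at 72 h after 70% PHx. The sequenced livers gave 3 libraries per genotype. Of the 16858 protein-coding genes in the table of counts, 16161 had a count in at least 1 library. The Aqp5+/+ libraries had 14444, 13933 and 14233 genes with a count and the Aqp5-/- libraries 14137, 14328 and 15072, each in the order of replicates 1, 2 and 3. Albumin, the main plasma protein made by hepatocytes, took 3.66 to 7.01% of the counts of the Aqp5+/+ libraries and 7.07 to 8.43% of those of the Aqp5-/- libraries. Of 14 hepatocyte marker genes, none was called between the genotypes by edgeR, DESeq2 or limma and none had an unadjusted p under 0.05. Their median log2 fold change was -0.16.
The paper's methods state that ribosomal RNA was removed and that stranded libraries were sequenced on an Illumina HiSeq, and the kits named there and in the sample labels differ. The submitters' processing notes name cutadapt 1.9.3 for trimming, HISAT2 2.0.4 for alignment and the mm10 build. The paper states that raw counts came from HTSeq and were normalized with edgeR. The raw counts were used here. Their totals were 11972852, 7130831 and 13526632 in the Aqp5+/+ libraries and 11538752, 11293358 and 15550006 in the Aqp5-/- libraries, replicates 1 to 3. Counts were scaled by TMM to a common library size (CPM), and the 12353 genes that passed edgeR's filter on low counts were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is described as called, and as having risen or fallen, at an adjusted p under 0.05. Fold changes are Aqp5-/- against Aqp5+/+. Gene lists of pathways and cell types were compared with all other genes by camera with a preset correlation of 0.01. Of 42 lists, 18 passed at an adjusted p under 0.05, and 3 of them also passed with an estimated correlation: Y-linked, male-biased and female-biased genes. Coordinates are from GENCODE vM21 on GRCm38, the same assembly as mm10. Mice are described in the paper as 3-month-old males. Nothing in the paper's text or the labels states that the libraries of a genotype came from separate mice, so p-values measure the spread between these libraries, which may be technical. The targeted gene, Aqp5, was not analysed here, so it did not check the genotype labels. In the paper's own Western blot and RT-qPCR of liver tissue, Aqp5 was present in Aqp5+/+ and absent in Aqp5-/- mice (Fig. 1, A and C).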

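Between the genotypes 41 genes were called, 19 higher and 22 lower in Aqp5-/- livers. Of the 22 lower genes 3 were Y-linked and 10 belonged to a list of genes expressed more in the livers of male mice. Of the 19 higher genes 12 belonged to a list of genes expressed more in the livers of female mice. The Y-linked genes Ddx3y, an RNA helicase, Eif2s3y, a subunit of a translation initiation factor, and Uty, a relative of a histone demethylase, had together with Kdm5d 304, 471 and 287 CPM in the 3 Aqp5+/+ libraries and 0.893, 0.869 and 1.19 CPM in the 3 Aqp5-/- libraries.
Ddx3y (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629, GRCm38) had 1416, 1206 and 1492 counts in Aqp5+/+ libraries and 5, 4 and 11 in Aqp5-/- libraries, a log2 fold change of -8.15 (standard error 0.37, adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the log2 scale Eif2s3y fell by 8.62 and Uty fell by 8.60. Kdm5d, a histone demethylase, had 28, 20 and 88 counts against 0 in every Aqp5-/- library, with an adjusted p = 0.068 from the same edgeR test. Hsd3b5, a male-specific hydroxysteroid dehydrogenase on chromosome 3 from 98618634 to 98630252, was at 107 ± 67.4 CPM in Aqp5+/+ and 0.453 ± 0.248 CPM in Aqp5-/- livers (SD, n = 3 each). Its log2 fold change was -7.82 (standard error 0.78, adjusted p = 0.011, edgeR). Cyp7b1, the oxysterol hydroxylase of the alternative bile acid pathway, fell from 342 ± 133 to 26.9 ± 11.7 CPM (SD, n = 3 each; adjusted p = 0.025, edgeR). Of 30 tested male-biased genes 10 fell (25 when adjusted over the list alone) and none rose, with a median log2 fold change of -3.21.
Cyp17a1, the steroid 17-alpha-hydroxylase, on chromosome 19 from 46667165 to 46673172, rose from 8.74 ± 2.36 to 135 ± 59.9 CPM (SD, n = 3 each), a log2 fold change of 3.95 (standard error 0.39, adjusted p = 0.011 from edgeR's quasi-likelihood test). Of 32 tested female-biased genes 12 rose (28 when adjusted over the list alone) and none fell, with a median log2 fold change of 5.18. Cyp2b9, Cyp3a41a, Cyp3a41b, Cyp3a44, Sult2a2 and Mup7 were also called, but each has near-identical copies that can share reads, so the values of single copies are uncertain. With each library left out in turn, Cyp2b9, Cyp3a44 and Sult2a2 were called in 1 and Cyp3a41a, Cyp3a41b and Mup7 in 2 of the 6 edgeR fits. Cyp39a1 and Alas2 were in neither list of sex-biased genes. These lists were written from general knowledge, so absence from them does not show a lack of sex bias. Cyp39a1, an oxysterol hydroxylase of bile acid synthesis, rose from 25.2 ± 5.15 to 102 ± 3.48 CPM (SD, n = 3 each, adjusted p = 0.016, edgeR). Alas2, the erythroid heme synthesis enzyme, fell from 63.1 ± 16.3 to 13.6 ± 3.1 CPM (SD, n = 3 each, adjusted p = 0.025, edgeR). Genotype and sex-linked expression were fully confounded in these libraries for every gene, these included.

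**Figure D1:**
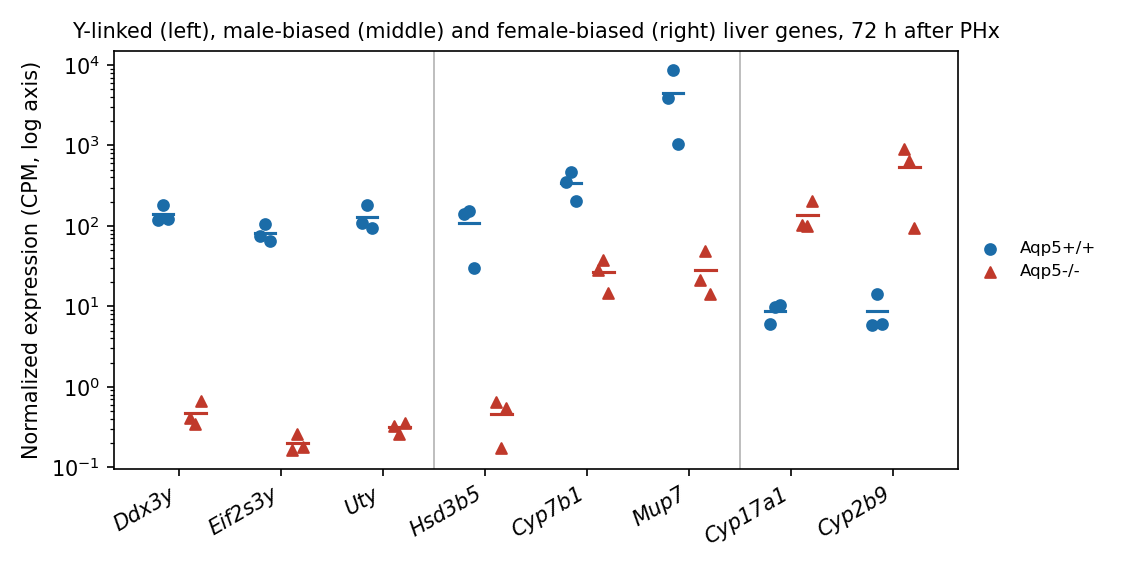
Normalized expression in CPM (log axis) of 3 Y-linked, 3 male-biased and 2 female-biased liver genes in each library, with Aqp5+/+ as circles, Aqp5-/- as triangles and the group mean as a line. For all 8 genes the libraries of the genotypes do not overlap, with Ddx3y between 119 and 181 CPM in Aqp5+/+ and at most 0.655 CPM in Aqp5-/-.

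The groups of libraries did not overlap for all 41 called genes and for 14.7% of all tested genes, against 10% by chance. With the lines drawn in Fig. 4C, an unadjusted p under 0.05 and an absolute log2 fold change over 1, 356 genes were higher and 272 lower. Of these, 27 higher genes were female-biased, and 24 lower genes were male-biased and 4 Y-linked. The count of 41 called genes was 4 without Aqp5+/+ replicate 1 or without Aqp5-/- replicate 2, 17 without Aqp5+/+ replicate 2, 16 without Aqp5+/+ replicate 3, 26 without Aqp5-/- replicate 1 and 45 without Aqp5-/- replicate 3. Ddx3y, Eif2s3y and Uty kept their calls each time. Without Aqp5+/+ replicates 1, 2 and 3 edgeR called 0, 3 and 1 female-biased and 0, 4 and 4 male-biased genes, and without Aqp5-/- replicates 1, 2 and 3 it called 10, 1 and 15 female-biased and 6, 0 and 10 male-biased genes. Without Aqp5+/+ replicate 1 the adjusted p from edgeR was 0.073 for Hsd3b5, 0.14 for Cyp7b1, 0.1 for Cyp17a1, 0.14 for Cyp39a1 and 0.15 for Alas2, and without Aqp5-/- replicate 2 it was 0.068 for Hsd3b5, 0.08 for Cyp7b1, 0.08 for Cyp39a1 and 0.12 for Alas2. Other omissions gave an edgeR adjusted p of 0.07 for Hsd3b5 (without Aqp5+/+ replicate 2), 0.076 for Alas2 (without Aqp5+/+ replicate 3) and 0.08 for Cyp7b1 (without Aqp5-/- replicate 1).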

To obtain a comprehensive understanding of the signaling pathways underlying lipid metabolism in the differentially expressed genes identified in *Aqp5*^*−/−*^ mice at 72 h after PHx, we performed pathway enrichment analyses using Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG). Our KEGG analysis revealed a significant association between the downregulated PPAR pathway and lipid metabolism (Fig. 4, *A* and *B*). 

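In Aqp5-/- livers the genes of the PPAR signaling pathway, which take up, activate and oxidize fatty acids under the control of the PPAR nuclear receptors, had a median log2 fold change of -0.27. They were lower than other genes as a list by camera with the preset correlation (adjusted p = 0.001 over 42 lists), with an adjusted p = 0.23 with an estimated correlation. Of 65 tested genes of the list 2 fell, none rose and 63 did not pass edgeR's quasi-likelihood test, and 2 fell when adjusted over the list alone. DESeq2 and edgeR's exact test each called 4 lower and none higher. The 2 were Cyp4a12a and Cyp4a12b, omega-hydroxylases of fatty acids that are also male-biased liver genes. Genotype and sex-linked expression were fully confounded in these libraries, so none of the differences here can be assigned to Aqp5 loss alone. Relative to the Aqp5+/+ mean, the list's median log2 level was -0.04, 0.09 and -0.02 in Aqp5+/+ replicates 1 to 3 and -0.06, -0.30 and -0.37 in Aqp5-/- replicates 1 to 3, so that Aqp5-/- replicate 1 was close to the Aqp5+/+ libraries. In the same livers the median log2 fold change was 1.26 for markers of Kupffer cells and macrophages and 2.60 for neutrophil markers (each with a camera adjusted p = 0.22 with an estimated correlation) and -0.60 for pericentral hepatocyte markers (adjusted p = 0.57 with an estimated correlation).
Past the lines of Fig. 4C, 2 of the 65 genes were higher, Cyp4a14 at a log2 fold change of 1.74 and Cd36 at 1.46. Lower were 6: Cyp4a12a, Cyp4a12b, the related Cyp4a32 at -3.25 and the fatty acid activating enzyme Acsl1. The others of the 6 were the fatty acid transporter Slc27a2 at -1.24 and Scp2, the sterol carrier and peroxisomal thiolase, at -1.20. The PPAR, retinol, steroid hormone, tyrosine and vitamin B6, and fatty acid degradation lists are terms of Fig. 4A. The list of bile acid synthesis and transport covers another of its terms, primary bile acid biosynthesis. Fig. 4A is the study's own enrichment of lower genes in these samples, so tests of these lists here are not independent evidence. The PPAR signaling list was over-represented among the 272 lower genes by a 1-sided Fisher's exact test (adjusted p = 0.0045 over 9 lists). Without its 3 members on the sex-biased lists, Cyp4a12a, Cyp4a12b and the higher Cyp4a14, the adjusted p of this exact test was 0.061. Camera then gave an adjusted p = 0.015, or 0.41 with an estimated correlation. The median log2 fold change was then -0.26 in place of -0.27 and the mean -0.28 in place of -0.46. By the same exact test, retinol metabolism had 10 of 69 genes among the lower ones (adjusted p = 1.1e-05), while 13 were past the lines higher. Steroid hormone biosynthesis had 8 of 60 lower (adjusted p = 0.00014, exact test) and 12 higher. Of the called genes of these lists, 4 were higher and 2 lower for retinol metabolism and 5 higher and 2 lower for steroid hormone biosynthesis. Without Aqp5+/+ replicate 1 none of either list was called by edgeR. Without Aqp5-/- replicate 3 each list had 8 called higher and 2 lower. Tyrosine and vitamin B6 metabolism had 5 of 24 lower (adjusted p = 0.00034, exact test) and 2 higher, and fatty acid degradation 5 of 42 lower (adjusted p = 0.0039, exact test) and 1 higher. Without Aqp5+/+ replicate 3 the adjusted p of the exact test was 0.063 for each of these last lists, and for tyrosine and vitamin B6 metabolism it was 0.054 among genes called lower. Bile acid synthesis and transport had 3 of 22 lower (adjusted p = 0.015, exact test) and 2 higher. Its adjusted p from the exact test was 0.35 and 0.062 without Aqp5+/+ replicates 2 and 3 and 0.054 among genes called lower. The genes of retinol metabolism had a median log2 fold change of -0.18 and a mean of 0.37, and those of steroid hormone biosynthesis a median of -0.34 and a mean of 0.42. Male-biased liver genes had 24 of 30 among the lower genes (adjusted p = 2.9e-34, exact test). With the pathway membership given in the deposited table, chosen after the values were seen, PPAR signaling had 6 of 62 genes among the lower ones (adjusted p = 0.064, exact test). Here the background was only the tested genes with a pathway in that membership, and adjustment was over its pathways, not over 9 lists. The adjusted p of 0.064 and 0.0045 from these exact tests therefore differ in more than membership. Without sex-biased members, likewise chosen after the values were seen, the adjusted p of the exact test with this membership was 0.5 for PPAR signaling, 0.067 for retinol metabolism, 0.35 for steroid hormone biosynthesis, 0.61 for fatty acid degradation and 0.0012 for tyrosine metabolism.
Genes that PPARα agonists induce in mouse liver did not pass as a list. Of 41 tested classical targets 1 rose and none fell by edgeR's quasi-likelihood test, also when adjusted over the list alone, and DESeq2 and edgeR's exact test each called 2 higher and 1 lower. The list had a median log2 fold change of -0.09 and a mean of -0.01, and limma's camera placed the list above other genes at an adjusted p = 0.76. The 1 gene was Abcd2, a peroxisomal transporter of very long chain fatty acids that is also a female-biased liver gene. It rose from 15.6 ± 4.11 to 73.5 ± 14.5 CPM (SD, n = 3 each; log2 fold change 2.23, adjusted p = 0.025 from edgeR's quasi-likelihood test), and its adjusted p was 0.14 and 0.1 without Aqp5+/+ replicates 1 and 3 and 0.074 and 0.094 without Aqp5-/- replicates 1 and 2. Of 20 genes of mitochondrial fatty acid oxidation none was called, with a median log2 fold change of -0.07 and an adjusted p = 0.63 by limma's camera. Of these genes 1 was lower at an unadjusted p under 0.05 and 1 was called lower by DESeq2. Of 14 omega-hydroxylases of the Cyp4 family and Cyp2u1, the male-biased Cyp4a12a, Cyp4a12b and Cyp2u1 fell and none rose by edgeR's quasi-likelihood test (7 lower and 1 higher when adjusted over the list alone), and DESeq2 called 4 lower. Without Aqp5+/+ replicate 1 or Aqp5-/- replicate 2 none of the 14 was called by edgeR, and without Aqp5+/+ replicate 3 it called 1. They were lower as a list by camera (adjusted p = 6.6e-10), with an adjusted p = 0.23 with an estimated correlation. Relative to the Aqp5+/+ mean their median log2 level was -0.24, 0.79 and -0.46 in Aqp5+/+ replicates 1 to 3 and -0.74, -0.47 and -1.26 in Aqp5-/- replicates 1 to 3, so that Aqp5+/+ replicate 3 and Aqp5-/- replicate 2 were level.

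**Figure D2:**
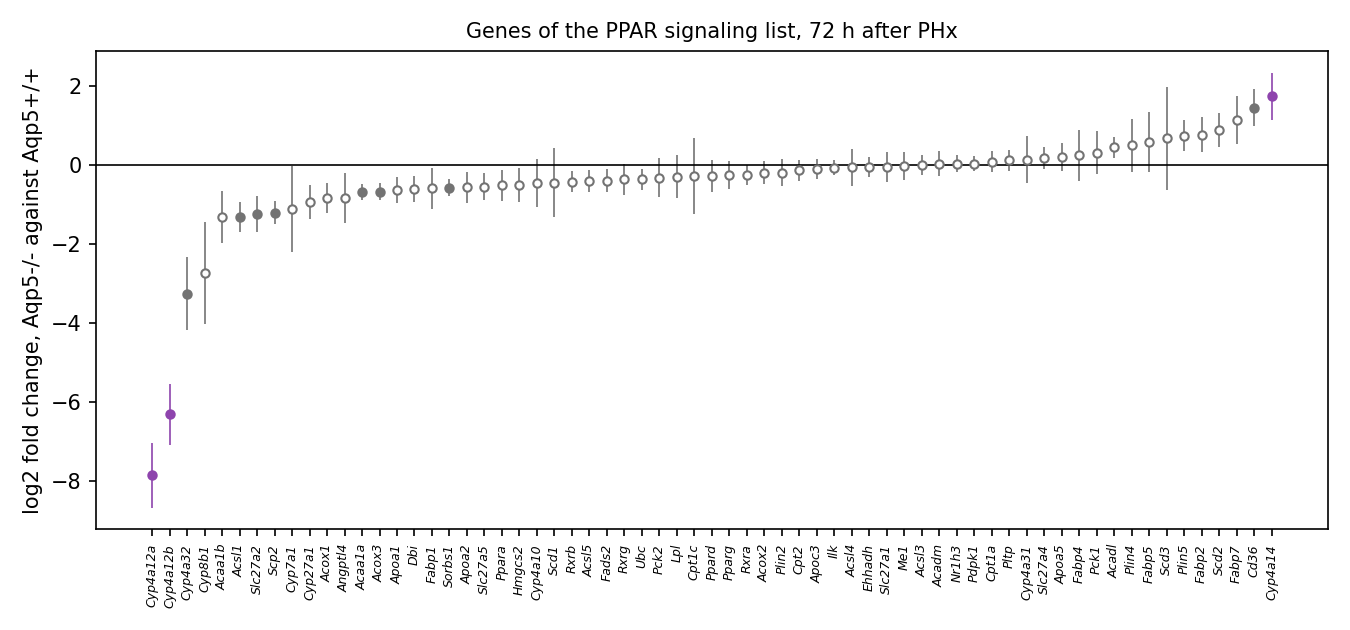
Log2 fold change, Aqp5-/- against Aqp5+/+, of each tested gene of the PPAR signaling list in order of size, with bars for the standard error. Filled points have an unadjusted p under 0.05 and purple points are members of the male-biased or female-biased lists, with Cyp4a12a at -7.85 and Cyp4a12b at -6.31.

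From the enrichment of downregulated genes in this pathway, the paper concludes that the lower PPAR pathway was associated with lipid metabolism in Aqp5-/- livers. It then measures PPARα and ACSL1 by RT-qPCR, Western blot and immunofluorescence, and Cyp4a12a, Cyp4a12b, CPT1α and CPT2 by RT-qPCR. It also raises and lowers Aqp5 in primary hepatocytes by lentivirus and gives mice the PPAR agonist WY-14643.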

The differential gene expressions are visually represented in a volcano plot, where it is worth noting that significant changes were observed in key downstream target genes associated with lipid metabolism in the PPAR pathway within the downregulated gene group, namely ACSL1, Cyp4a12a, and Cyp4a12b (Figs. 4*C* and S2*D*). In contrast to the gene expression profile observed in *Aqp5*^*+/+*^ mice after PHx, distinct patterns of differentially expressed genes related to lipid metabolism were exhibited by *Aqp5*^*−/−*^ mice as depicted by a heatmap analysis (Fig. 4*D*).

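Cyp4a12a and Cyp4a12b, cytochrome P450 enzymes that add a hydroxyl group to the end of fatty acids such as arachidonic acid, fell to near 0 in Aqp5-/- livers. Acsl1, the main long-chain acyl-CoA synthetase of the liver, had a smaller difference that did not pass the test after adjustment. Cyp4a12a (ENSMUSG00000066071) lies on chromosome 4 of GRCm38 from 115299046 to 115332815. It was at 307 ± 246 CPM in Aqp5+/+ and 1.3 ± 0.748 CPM in Aqp5-/- livers (SD, n = 3 each), from 2716, 3884 and 1349 counts against 22, 5 and 28. Its log2 fold change was -7.85 (standard error 0.82, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp4a12b (ENSMUSG00000078597) lies on the same chromosome from 115411624 to 115439034. It was at 140 ± 92.9 CPM and 1.68 ± 1.6 CPM (SD, n = 3 each), a log2 fold change of -6.31 (standard error 0.77, adjusted p = 0.025, edgeR). These neighbouring genes are near-identical copies that can share reads, so how their counts divide between them is uncertain. Both are expressed more in male than in female livers, and in the same libraries the Y-linked genes were at 0.252, 0.246 and 0.336% of the Aqp5+/+ mean.
Acsl1 (ENSMUSG00000018796, chromosome 8 from 46471037 to 46536051) was at 1240, 1690 and 998 CPM in Aqp5+/+ and 681, 601 and 299 CPM in Aqp5-/- libraries, so that every Aqp5-/- library was below every Aqp5+/+ library. Its log2 fold change was -1.31 (standard error 0.39), with an unadjusted p of 0.0087 that is past the lines of Fig. 4C and an adjusted p = 0.37 (edgeR). DESeq2 gave Acsl1 an adjusted p of 0.026. The difference of Acsl1 was fully confounded with that in Y-linked transcripts. Ppara, which encodes the receptor itself, was at 374 ± 63.7 CPM in Aqp5+/+ and 262 ± 121 CPM in Aqp5-/- livers (SD, n = 3 each; log2 fold change -0.51, standard error 0.39, adjusted p = 0.71, edgeR), and the groups overlapped. The adjusted p of Cyp4a12a from edgeR was 0.073 without Aqp5+/+ replicate 1 and 0.068 without Aqp5-/- replicate 2. That of Cyp4a12b was 0.14, 0.08 and 0.059 without Aqp5+/+ replicates 1, 2 and 3, 0.12 without Aqp5-/- replicate 2 and 0.058 with no filter on low counts.

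**Figure D3:**
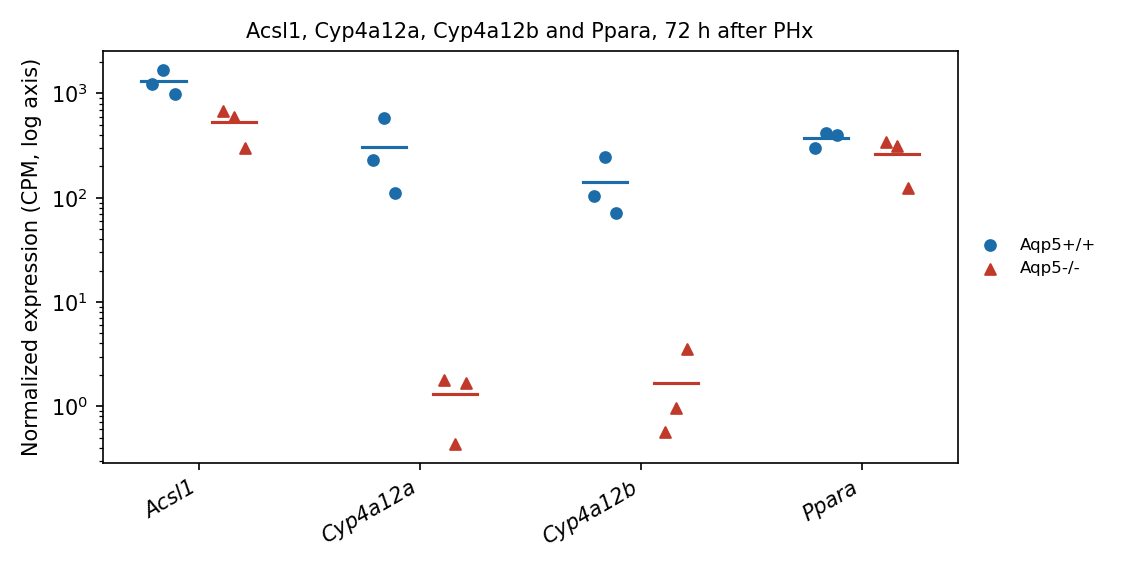
Normalized expression in CPM (log axis) of Acsl1, Cyp4a12a, Cyp4a12b and Ppara in each library, with Aqp5+/+ as circles, Aqp5-/- as triangles and the group mean as a line. The genotypes are apart for the first 3 genes and overlap for Ppara, whose Aqp5-/- values are 346, 316 and 123 CPM.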

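Of the 23 genes of lipid metabolism drawn in Fig. 4D, 22 could be tested, and the 3 that fell in Aqp5-/- livers were fatty acid hydroxylases: Cyp4a12a, Cyp4a12b and Cyp2u1. None rose and 19 did not pass edgeR's quasi-likelihood test, while DESeq2 and edgeR's exact test each called 6 lower and none higher. Adjusted over the list alone, 8 fell and 1 rose, but the study chose the list on these samples, so that count and its direction are not independent evidence. Cyp2u1, a hydroxylase of long-chain fatty acids on chromosome 3 from 131288441 to 131303227 (GRCm38), fell from 30.5 ± 1.04 to 3.66 ± 1.76 CPM (SD, n = 3 each), a log2 fold change of -3.06 (standard error 0.36, adjusted p = 0.024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp4a12a, Cyp4a12b, Cyp2u1 and the fatty acid elongase Elovl3 belong to the male-biased genes. Elovl3 was at 67.1, 999 and 16 CPM in Aqp5+/+ and 3.65, 2.87 and 0.893 CPM in Aqp5-/- libraries, so that Aqp5+/+ replicate 2 held most of its signal (adjusted p = 0.22, edgeR). Cyp4a32 was likewise at 791 CPM in that library and at 53.8 and 142 CPM in the other Aqp5+/+ libraries, against 43.7, 43.6 and 16.5 CPM in Aqp5-/- libraries.
Of 20 genes of peroxisomal oxidation 1 rose, Abcd2, and none fell by edgeR's quasi-likelihood test. At an unadjusted p under 0.05 from that test 3 were higher and 4 lower, and adjusted over the list alone 2 were higher and 2 lower. DESeq2 and edgeR's exact test each called 2 higher and 1 lower. The median log2 fold change of the 20 genes was -0.23, with an adjusted p = 0.31 by limma's camera. Among them Scp2 was at 2570 ± 400 CPM in Aqp5+/+ and 1120 ± 127 CPM in Aqp5-/- livers (SD, n = 3 each; log2 fold change -1.20, adjusted p = 0.26, edgeR), and the thiolase Acaa1a at 112 ± 12.1 and 70.1 ± 4.74 CPM (adjusted p = 0.38, edgeR). Cd36, a fatty acid uptake receptor, was at 54.5 ± 34.5 CPM in Aqp5+/+ and 150 ± 41.8 CPM in Aqp5-/- livers (SD, n = 3 each; adjusted p = 0.41, edgeR). Fasn, the fatty acid synthase, was at 574 ± 124 and 749 ± 134 CPM and Acaca, the acetyl-CoA carboxylase, at 372 ± 65.5 and 382 ± 101 CPM (SD, n = 3 each), with log2 fold changes of 0.38 and 0.04. Mttp, which loads lipid into very low density lipoprotein, and Plin2, a coat protein of lipid droplets, had log2 fold changes of -0.08 and -0.19, and that of Mttp was 0.08 with library totals alone. The adjusted p of Cyp2u1 from edgeR was 0.14 without Aqp5+/+ replicate 1, 0.076 without Aqp5+/+ replicate 3 and 0.081 without Aqp5-/- replicate 2. The calls of Cyp4a12a and Cyp4a12b were both lost without Aqp5+/+ replicate 1 (adjusted p = 0.073 and 0.14, edgeR). For all genes here, genotype and sex-linked expression were fully confounded.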

**Figure 4:**
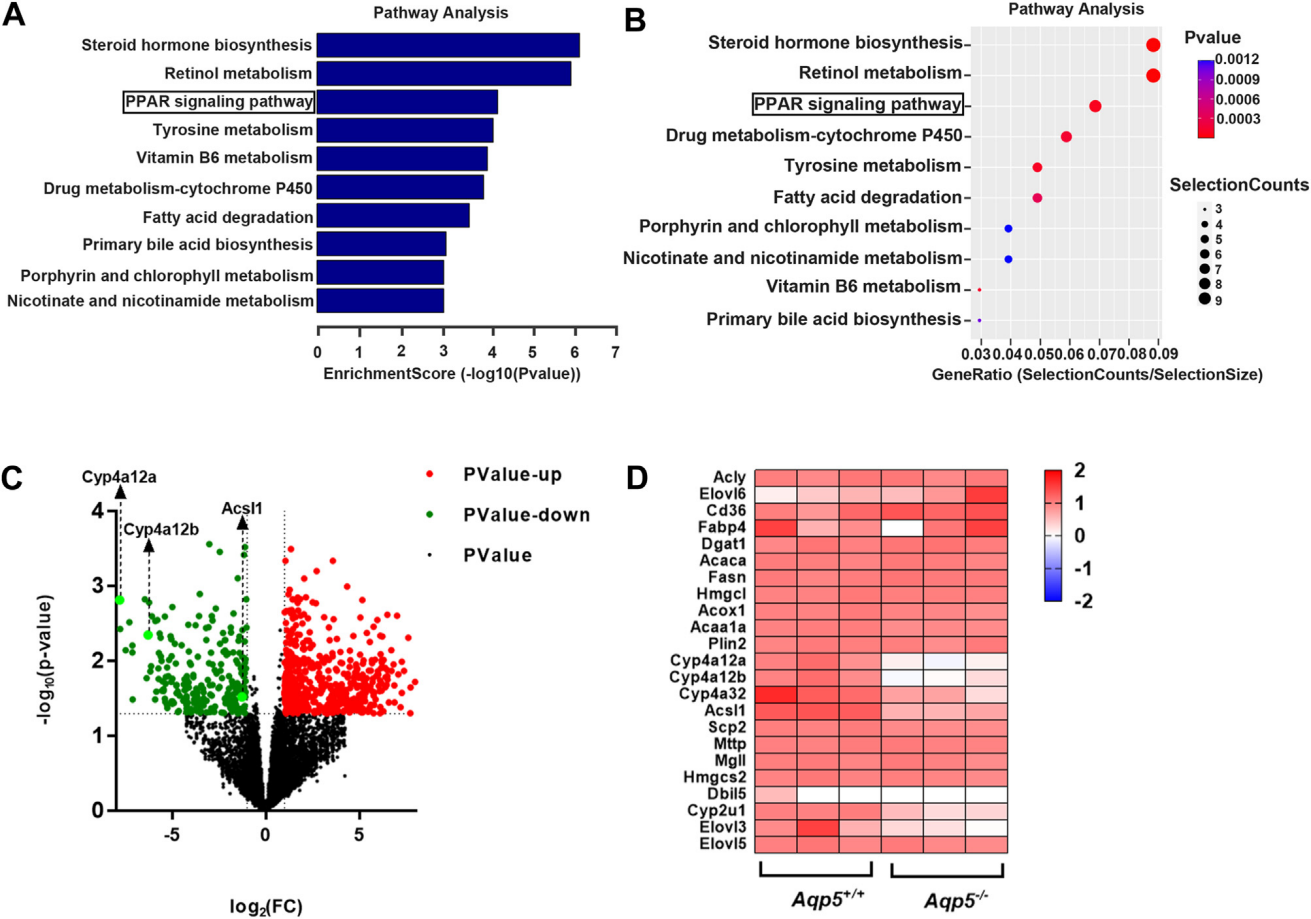
***Aqp5* deficiency affected the expression of the β-oxidative signaling pathway and related genes.***A*, GO analysis and KEGG pathway analysis of downregulated mRNA between *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice 72h after PHx. *B*, relevant pathways were identified for downregulated mRNA between *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice 72 h after PHx. *C*, Volcano plot of target genes between *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice 72h after PHx screened by RNA-sequencing. ACSL1, Cyp4a12a and Cyp4a12b are decreased in content (*Aqp5*^*−/−*^*versus Aqp5*^*+/+*^). *D*, Heatmap of target genes between *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice 72 h after PHx screened by RNA-sequencing.

The liver tissues from both *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice were examined 72 h after PHx. RT-qPCR assays revealed a significant downregulation of hepatic PPARα and ACSL1 in *Aqp5*^*−/−*^ mice compared to *Aqp5*^*+/+*^ mice (Fig. 5*A*). The expression of the key genes for lipid oxidation, CPT1α and CPT2, was also decreased (Fig. S2*E*). Similarly, Western blot assay demonstrated a significant decrease in hepatic PPARα and ACSL1 levels in *Aqp5*^*−/−*^ mice compared to *Aqp5*^*+/+*^ mice (Fig. 5, *B* and *C*). The immunofluorescent staining revealed a decrease in the nuclear localization of PPARα and ACSL1 in the regenerating liver of *Aqp5*^*−/−*^ mice at 72 h post PHx, compared to *Aqp5*^*+/+*^ mice (Fig. 5*D*). The primary hepatocytes were treated with lentivirus for *Aqp5* overexpression and knock-down, followed by subsequent measurement of PPARα and ACSL1 levels (Fig. S2, *F*–*I*).

**Figure 5:**
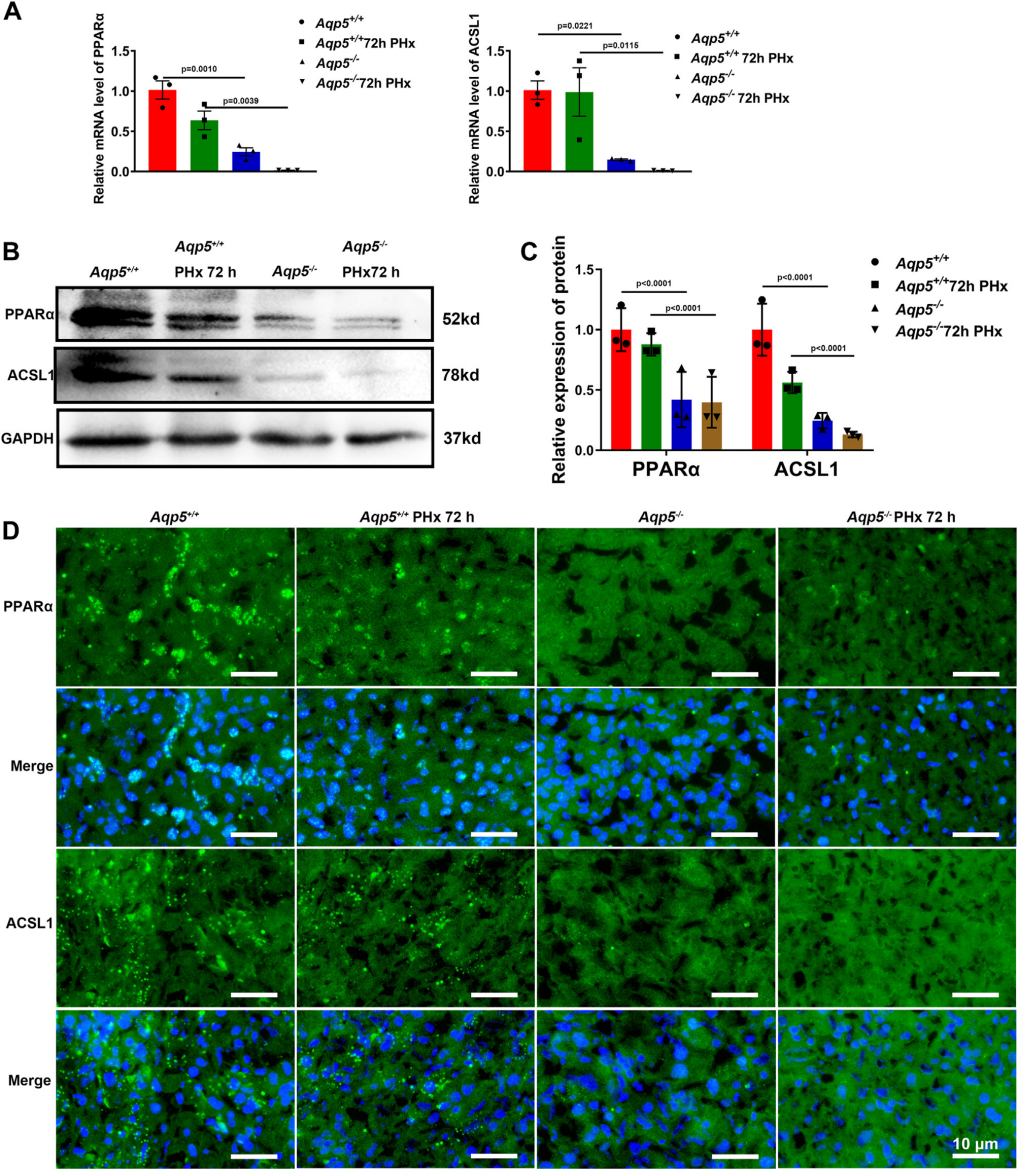
**The PPAR pathway was decreased in *Aqp5***^***−/−***^**liver during liver regeneration.***A*, mRNA expression of PPARα and ACSL1 at 0h and 72 h after PHx was determined by qPCR (n = 3 mice/group). Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The PPARα results showed that the overall difference is significant, with F (3, 8) = 26.60, *p* = 0.0002. The ACSL1 results showed that the overall difference is significant, with F (3, 8) = 10.98, *p* = 0.0033. *B*, Western blotting of PPARα, ACSL1, and GAPDH at 0h and 72 h after PHx (n = 3). *C*, expression of PPARα and ACSL1 was quantified. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The PPARα results showed that the overall difference is significant, with F (3, 8) = 196.4, *p* < 0.0001. The ACSL1 results showed that the overall difference is significant, with F (3, 8) = 330.8, *p* < 0.0001. *D*, immunofluorescent staining of PPARα and ACSL1 at 0 h and 72 h after PHx. Nucleus were counterstained with DAPI. Data were shown as mean ± SD. Scale bar: (*D*) 10 μm.

### The administration of WY-14643 resulted in a reduction in lipid accumulation and an improvement in liver regeneration in *Aqp5*^*−/−*^ mice

To investigate the potential role of lipid accumulation in impaired liver regeneration, we administered WY-14643, a PPAR pathway agonist, to both *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice. The H&E staining revealed a significant decrease in lipid droplets and vacuolar degeneration in the regenerating liver of *Aqp5*^*−/−*^ + WY-14643 mice compared to *Aqp5*^*−/−*^ mice at 72 h post-PHx (Fig. 6*A*). Additionally, the 4-HNE staining revealed a significant reduction in the accumulation of lipid peroxidation end-products within hepatocytes of mice at 72 h after PHx following WY-14643 treatment (Fig. 6*B*). The intensity of 4-HNE exhibited a substantial decrease from 15 ± 1.11 in *Aqp5*^*−/−*^ mice to 4.576 ± 0.37 in *Aqp5*^*−/−*^ + WY-14643 mice at 72 h after PHx (*p* < 0.001, n = 3 per group). (Fig. 6*C*). Additionally, the ORO staining revealed a significant reduction in the accumulation of neutral TG within hepatocytes of mice at 72 h after PHx following WY-14643 treatment (Fig. 6*D*). The intensity of neutral triglycerides decreased significantly from 76,705 ± 7868 in *Aqp5*^*−/−*^ mice to 7352 ± 673.1 in *Aqp5*^*−/−*^+ WY-14643 mice (*p* < 0.001, n = 3 per group) (Fig. 6*E*). Furthermore, biochemical analysis revealed that treatment with WY-14643 led to a significant decrease in MDA levels and an elevation in SOD and GSH levels in the regenerating liver of both *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice during the 72-h period following PHx (Fig. 6*F*). Moreover, WY-14643 treatment effectively decreased hepatic tissue TG and serum NEFA levels in both *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice 72 h after PHx (Fig. 6*G*).

**Figure 6:**
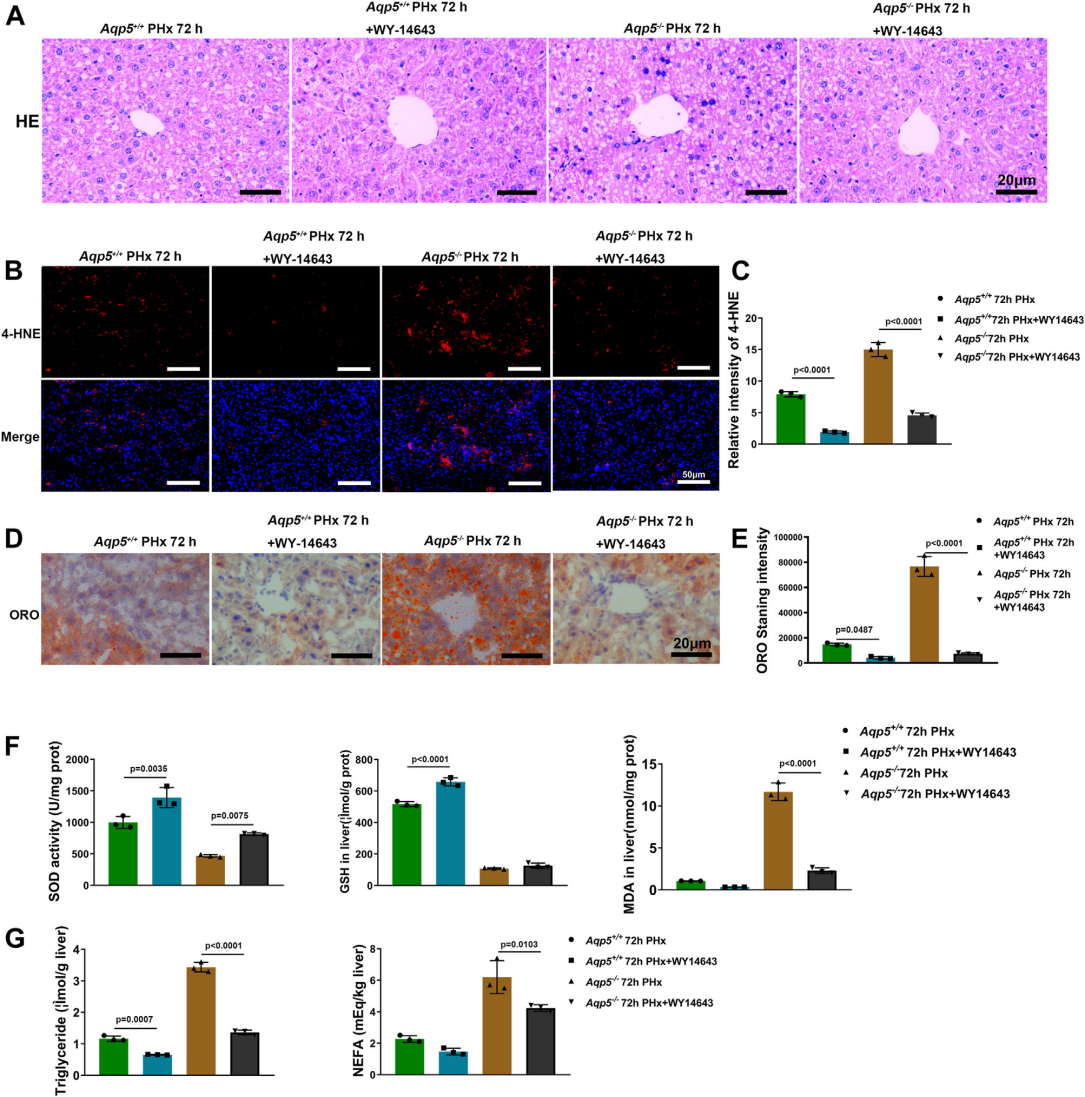
**WY-14643 reduced lipid accumulation and improved liver regeneration in *Aqp5***^***−/−***^**mice.***A*, H&E staining was performed at 72 h and 72 h + WY-14643 after PHx. *B*, 4-HNE staining in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ mice liver at 72 h and 72 h + WY-14643 after PHx. *C*, 4-HNE staining intensity analyzed by ImageJ software. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The results showed that the overall difference is significant, with F (3, 8) = 243.9, *p* < 0.0001. *D*, ORO staining was performed at 72h and 72 h + WY-14643 after PHx. *E*, The quantitative analysis of ORO staining by ImageJ software. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The results showed that the overall difference is significant, with F (3, 8) = 219.0, *p* < 0.0001. *F*, alteration of GSH, SOD, and MDA in *Aqp5*^*−/−*^ and *Aqp5*^*+/+*^ liver at 72 h and 72 h + WY-14643 after PHx. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The SOD results showed that the overall difference is significant, with F (3, 8) = 52.16, *p* < 0.0001. The GSH results showed that the overall difference is significant, with F (3, 8) = 762.0, *p* < 0.0001. The MDA results showed that the overall difference is significant, with F (3, 8) = 273.0, *p* < 0.0001. *G*, hepatic TG were evaluated at 72h and 72h + WY-14643 after PHx. Serum NEFA were evaluated at 72h and 72h + WY-14643 after PHx. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The TG results showed that the overall difference is significant, with F (3, 8) = 504.1, *p* < 0.0001. The NEFA results showed that the overall difference is significant, with F (3, 8) = 44.18, *p* < 0.0001. Data were shown as mean ± SD. Scale bar: (*A* and *D*) 20 μm. (*B*) 50 μm.

### The PPAR pathway was activated by WY-14643, leading to the restoration of hepatocyte proliferation in *Aqp5*^*−/−*^ mice

The liver-to-body weight ratio exhibited a significant increase at 72 h after PHx in WY-14643-treated mice (*p* < 0.01) (Fig. 7*A*). Additionally, the serum levels of AST and ALT showed a significant decrease at 72 h after PHx in *Aqp5*^*−/−*^ + WY-14643 mice (Fig. 7*B*). The number of Ki67-positive hepatocytes in *Aqp5*^*−/−*^ + WY-14643 mice at 72 h post-PHx was significantly higher compared to that in *Aqp5*^*−/−*^ mice (Fig. 7*C*). Specifically, the count of Ki67-positive cells increased from 42.66 ± 4.51 in the *Aqp5*^*−/−*^ mice to 94.66 ± 4.51 in the *Aqp5*^*−/−*^ + WY-14643 mice (*p* < 0.01; n = 3 per group) (Fig. 7*D*). The RT-qPCR assays revealed a significant upregulation of hepatic PPARα and ACSL1 in *Aqp5*^*−/−*^ + WY-14643 mice compared to *Aqp5*^*−/−*^ at 72 h after PHx (Fig. 7*E*). Immunofluorescent staining demonstrated an enhanced nuclear localization of PPARα and ACSL1 in the regenerating liver of *Aqp5*^*−/−*^ + WY-14643 mice at 72 h after PHx, as compared to *Aqp5*^*−/−*^ mice (Fig. 7*F*). The Western blot assays revealed a significant upregulation of PPARα, ACSL1, PCNA, and CCND1 levels in *Aqp5*^*−/−*^ + WY-14643 mice at 72 h post PHx compared to *Aqp5*^*−/−*^mice (Fig. 7, *G* and *H*).

**Figure 7:**
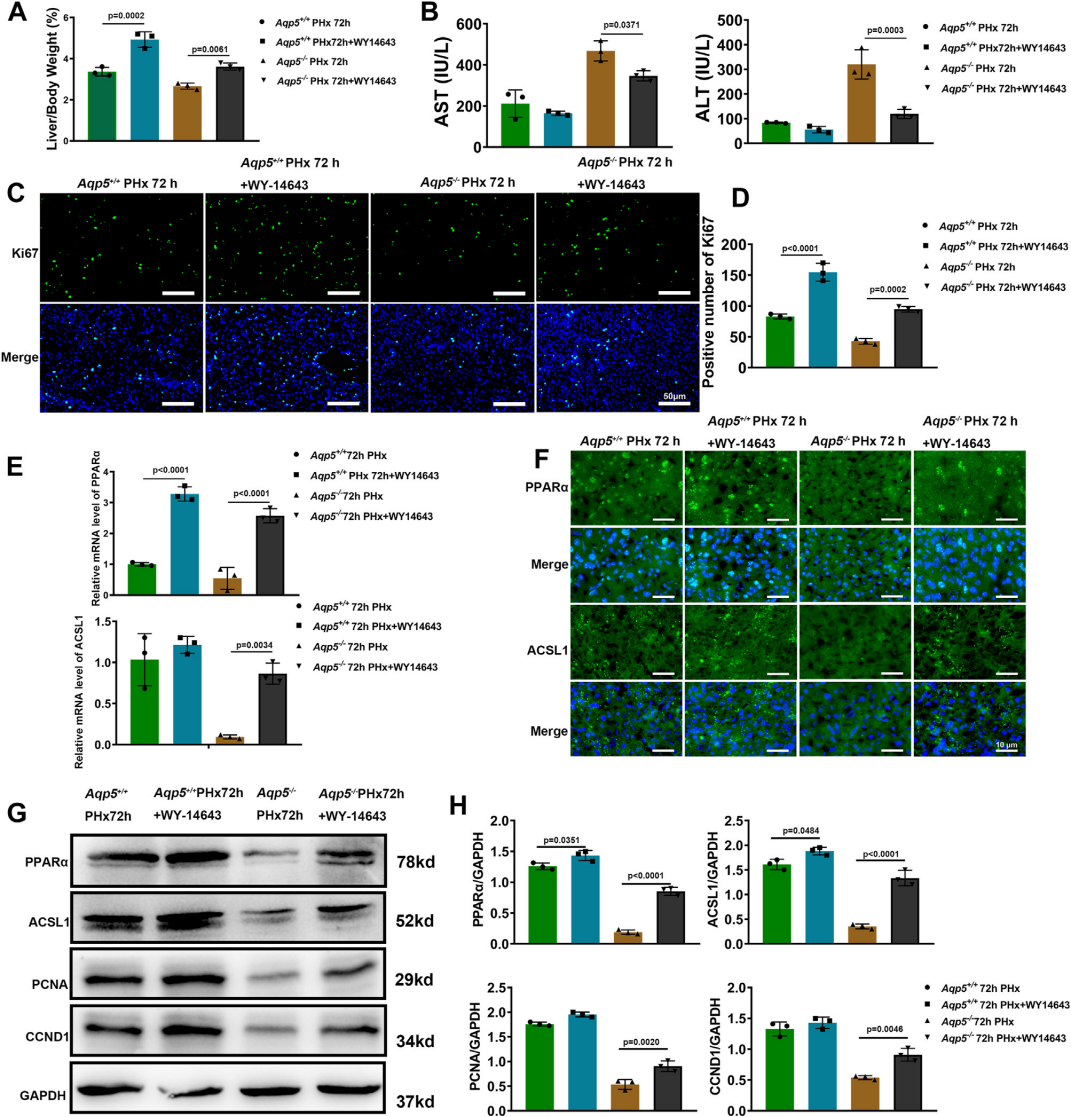
**WY-14643 directly activated PPAR pathway and restored hepatocyte proliferation in *Aqp5***^***−/−***^**mice.***A*, Liver-to-body weight ratios were calculated at 72 h and 72 h + WY-14643 after PHx. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The results showed that the overall difference is significant, with F (3, 8) = 44.76, *p* < 0.0001. *B*, the activity of AST and ALT was measured in serum of *Aqp5*^*−/−*^ mice and *Aqp5*^*+/+*^ mice at 72h and 72h + WY-14643 after PHx. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The AST results showed that the overall difference is significant, with F (3, 8) = 29.82, *p* = 0.0001. The ALT results showed that the overall difference is significant, with F (3, 8) = 42.38, *p* < 0.0001. *C*, immunofluorescence of Ki67 was performed at 72 h and 72 h + WY-14643 after PHx. *D*, Ki67 positive hepatocytes were calculated. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The results showed that the overall difference is significant, with F (3, 8) = 95.71, *p* < 0.0001. *E*, mRNA expression of PPARα and ACSL1 at 72 h and 72 h + WY-14643 after PHx was determined by qPCR. Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The PPARα results showed that the overall difference is significant, with F (3, 8) = 85.09, *p* < 0.0001. The ACSL1 results showed that the overall difference is significant, with F (3, 8) = 22.64, *p* = 0.0003. *F*, Immunofluorescent staining of PPARα and ACSL1 at 72 h and 72 h + WY-14643 after PHx. Nuclei were counterstained with DAPI. *G*, Western blotting of PPARα, ACSL1, PCNA, CCND1, and GAPDH at 72h and 72h + WY-14643 after PHx. *H*, PPARα, ACSL1, PCNA, and CCND1 expression were quantified (n = 3). Statistics were calculated by using one-way ANOVA with Sidak's multiple comparison test. The PPARα results showed that the overall difference is significant, with F (3, 8) = 238.8, *p* < 0.0001. The ACSL1 results showed that the overall difference is significant, with F (3, 8) = 124.1, *p* < 0.0001. The PCNA results showed that the overall difference is significant, with F (3, 8) = 219.2, *p* < 0.0001. The CCND1 results showed that the overall difference is significant, with F (3, 8) = 60.93, *p* < 0.0001. Data were shown as mean ± SD. ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. Scale bar: (*C*) 50 μm. (*F*) 10 μm.

We infected primary hepatocytes with lentivirus to disrupt *Aqp5* expression and subsequently treated them with ROS scavenger (NAC) and PPAR agonist (WY-14643) for 24 h to measure ROS levels. It was observed that the level of ROS increased in cells affected by *Aqp5* interference, while both NAC and WY-14643 decreased the ROS level. Given that Aqp5 is located on the cell membrane and facilitates the transport of water and hydrogen peroxide, we hypothesize that *Aqp5* primarily influences hydrogen peroxide transport. Therefore, we employed a hydrogen peroxide probe to assess the impact of different levels of Aqp5 expression on H_2_O_2_ transportation. Relevant data are presented in the Fig. S3, *A*–*D*. The experimental findings demonstrate that *Aqp5* predominantly affects H_2_O_2_ transport, consequently leading to intracellular oxidative stress.

## Discussion

Referred to as the primary clinical intervention for liver diseases, especially liver cancers, partial hepatectomy (PHx) is currently employed (42, 43).

However, liver damage caused by exposure to harmful chemicals, viral infections, chronic inflammation, or excessive alcohol consumption can impede the natural process of liver regeneration and lead to severe hepatic failure with associated morbidity and mortality (44, 45). As a result, it is imperative that we gain a comprehensive understanding of the molecular and cellular mechanisms that govern the regenerative capacity of the liver following partial hepatectomy.

The process of liver regeneration following PHx is a complex and multi-level phenomenon involving priming, proliferation, and termination stages (46). The proliferative phase lasts for 48 h, during which hepatocytes enter the cell cycle and undergo significant proliferation (47). The intricate mechanism of liver regeneration remains a crucial focus in hepatic research (48, 49, 50). As Aqp5 is associated with multiple diseases in the liver (23, 25). In our study, we investigated the role of *Aqp5* in liver regeneration following major PHx. We demonstrated that depletion of *Aqp5* in hepatocytes significantly enhanced lipid accumulation and hindered liver regeneration post-PHx. The deficiency of *Aqp5* resulted in the downregulation of PPARα and ACSL1 expression, leading to a decrease in β-oxidation of fatty acids in the regenerating liver. Excess accumulation of H_2_O_2_ caused by Aqp5 deficiency may be responsible for this phenomenon.

Given that Aqp5 is located on the cell membrane and facilitates the transport of water and hydrogen peroxide, we hypothesize that *Aqp5* primarily influences hydrogen peroxide transport. Therefore, we employed a hydrogen peroxide probe to assess the impact of different levels of *Aqp5* expression on H_2_O_2_ transportation. Relevant data are presented in the Fig. S3, *E*–*H*. The experimental findings demonstrate that *Aqp5* predominantly affects H_2_O_2_ transport, consequently leading to intracellular oxidative stress.

The AQPs superfamily comprises multiple members that have been observed facilitating the diffusion of H_2_O_2_ across biological membranes (17). These specific AQPs, referred to as peroxiporins, are postulated to play crucial roles in regulating redox signaling in various organisms (16, 17, 18, 20). The aquaglyceroporin Aqp9 facilitates the translocation of water, glycerol, and other neutral solutes across the plasma membrane of hepatocytes adjacent to sinusoids (51, 52, 53). Additionally, Aqp9 serves as an efficient peroxiporin for transporting hydrogen peroxide (54). Research indicates that Aqp9 plays a crucial role in liver regeneration by modulating oxidative stress through its ability to transport H_2_O_2_, as evidenced by the reduced lipolysis observed after Aqp9 knockout during liver regeneration (21). Aqp5 is located in the mammalian plasma membrane and functions as an aquaporin, facilitating the transportation of water and other small molecules. Additionally, it acts as a peroxiporin responsible for transporting H_2_O_2_ (55, 56, 57). Our findings suggest that the deficiency of Aqp5 leads to significant intracellular accumulation of ROS, resulting in a downregulation of FAO. This study emphasizes the multifunctional role of Aqp5 as both a water channel and a protein involved in hydrogen peroxide metabolism, facilitating the cellular transport of water and hydrogen peroxide during the proliferative phase of liver regeneration.

Lipid accumulation is a physiological process observed during liver regeneration (58, 59, 60). The origin of accumulating lipid droplets during liver regeneration remains a subject of debate (61, 62, 63). Our findings indicate that *Aqp5* deficiency leads to a significant increase in lipid accumulation, suggesting distinct underlying mechanisms between pathological steatosis and lipid accumulation. In our study, as the proliferation phase progressed, there was a gradual reduction in lipid accumulation to normal levels within 48 to 72 h, indicating a diminishing reliance of liver regeneration on lipid accumulation. Concurrently, *Aqp5* knockouts suppressed FAO and exhibited decreased levels of β-oxidation compared to *Aqp5*^*+/+*^ mice. Consequently, we observed diminished expression levels of Ki67, PCNA, and CCND1 from 48 to 72 h post partial hepatectomy (PHx), ultimately resulting in reduced liver-to-body weight ratios due to the deficiency of *Aqp5*. In summary, the deletion of *Aqp5* delayed and impeded the utilization of lipid accumulation during the proliferative phase of liver regeneration.

When it comes to lipid metabolism, the formation of lipid droplets is initiated approximately 12 h after PHx, reaches its peak at 36 h, and subsequently declines to the basal level during the advanced stage of liver regeneration (64). Knockdown of systemic PPARα delays this process by 12 to 24 h, while deletion of liver-specific PPARα significantly retards hepatocyte proliferation by 32 h (65). The nuclear receptor PPARα is activated by ligands and plays a pivotal role in the regulation of lipid catabolism and energy homeostasis. Despite the indispensability of PPARα activation for liver regeneration, the underlying mechanisms remain elusive (31, 64, 65, 66, 67). The regulation of ACSL1 by PPARα exerts an influence on hepatic lipid metabolism (68). Hepatocyte fatty acid accumulation occurs in the absence of PPARα in the liver, leading to reduced levels of proteins and enzyme genes involved in fatty acid metabolism (such as ACSL1), thereby initiating and progressing liver disease (69). ACSL1 is the predominant isoform in the liver, accounting for 50% of total hepatic ACSL activity (70). The overexpression of ACSL1 enhances the proportion of oleic acid in diacylglycerol and phospholipids, thereby playing a crucial role in directing fatty acids towards triglyceride synthesis (71, 72). Additionally, excessive levels of free fatty acids can activate membrane transport through ACSL1, facilitating their efficient uptake into cells and subsequent deposition as triglycerides (73, 74, 75). After PHx, we observed a significant increase in TG and serum NEFA levels in the livers of *Aqp5*-deficient mice. Additionally, we utilized Oil Red O staining to predict the potential for delayed lipid accumulation, which was subsequently confirmed through other techniques such as 4-HNE staining and biochemical analyses. The presence of excessive lipids impairs DNA replication in hepatocytes (76). Therefore, *Aqp5*-mediated alteration of β-oxidation relies on the PPAR signaling pathway. Further investigation is warranted to explore the role of *Aqp5* as an inhibitor of lipid catabolism.

A PPAR pathway agonist expedites hepatic regeneration and augments lipid metabolism (77). Previous studies have demonstrated that WY-14643, a PPAR pathway activator, significantly enhances liver size and proliferation during the process of liver regeneration (31). In conclusion, FAO plays a pivotal role in facilitating cell division during liver regeneration (78). In our study, we observed that administration of WY-14643 agonist targeting the PPAR pathway significantly attenuated delayed liver regeneration with improved hepatocyte proliferation while also reducing lipid accumulation caused by *Aqp5* deficiency during liver regeneration (Fig. 8).

**Figure 8:**
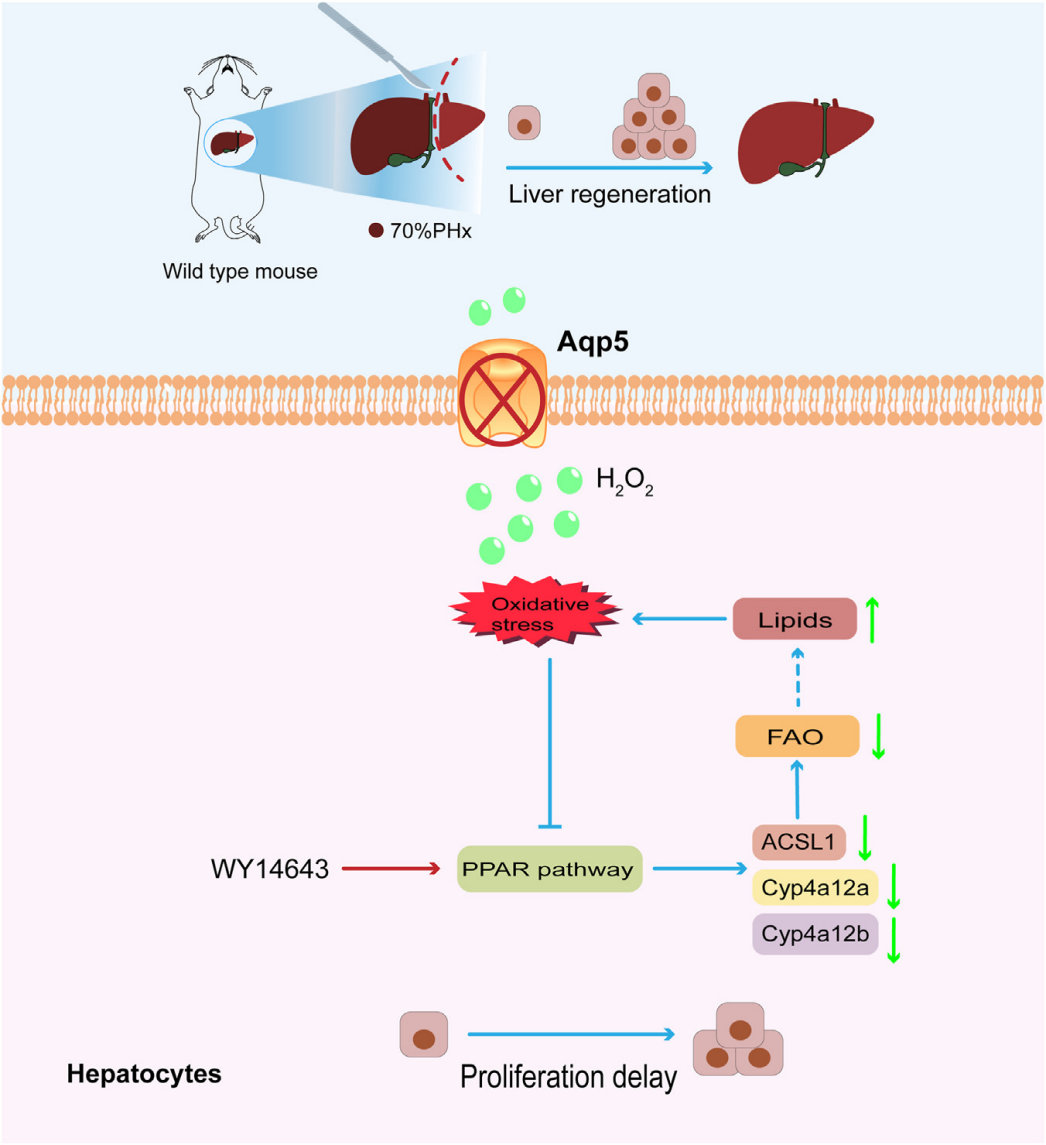
**Modes of the Aqp5/ROS/PPAR pathway axis leading to delay liver regeneration**.

## Experimental procedures

### Animals

Using CRISPR/Cas9 technology, *Aqp5*^*−/−*^ mice were produced by the high-flux electric transfer of fertilized eggs from Cyagen Biosciences Inc (Guangzhou, China). We used age-matched *Aqp5*^*+/+*^ and *Aqp5*^*−/−*^ mice for our study. The *Aqp5*^*−/−*^ and C57BL/6 mice were raised and bred in accordance with our previous studies (79). All procedures were performed in compliance with relevant laws and institutional guidelines and have been approved by the appropriate institutional committee(s). All testing was conducted under the approval of the Ethics Committee of the Medical College of Qingdao University (No.QDU-AEC-2023352) (No.QDU-HEC-2025035). The human studies that have been reported adhere to the principles of the Declaration of Helsinki.

For PHx, 3 month old male mice were induced with 4% isoflurane (RWD, Shenzhen, China) for anesthesia induction and maintained on 2%. A single ligature was utilized to excise the left lateral, left median, and right median lobes during PHx. To prevent postoperative hypothermia in conscious mice, supplemental heat was provided using temperature-controlled warming pads. Two weeks prior to PHx, intraperitoneal injection of the PPAR pathway agonist WY-14643 (TargetMol) was administered at a dose of 50 mg/kg/d.

### Biochemical analysis

Serum samples and supernatants from liver homogenates obtained from wild-type (*Aqp5*^*+/+*^) and *Aqp5*^*−/−*^ mice were prepared for quantitative detection using corresponding kits for nonesterified fatty acids (NEFA) (Nanjing Jiancheng Bioengineering Institute, A042-2-1) and triglycerides (TG) (Nanjing Jiancheng Bioengineering Institute, 110-2-1). Levels of serum aspartate transaminase (AST), serum alanine aminotransferase (ALT), superoxide dismutase (SOD), glutathione (GSH), and malondialdehyde (MDA) were determined using an automatic biochemical analyzer (Rayto Chemray800) in accordance with the manufacturer's instructions provided by Servicebio in Wuhan.

### Hematoxylin and Eosin (H&E) and immunofluorescence staining

Hematoxylin and Eosin staining was performed on 5 μm paraffin sections of hepatic tissue. Cryosections of hepatic tissue were fixed with 4% paraformaldehyde (Solarbio, Wuhan, China). Prior to incubation with secondary antibodies conjugated to fluorescein (1:200; Life Technologies), the cryosections underwent immunostaining for Aqp5 (1:200; Abcam), Ki-67 (1:200; Abcam, Cambridge, MA, USA), 4-HNE (1:200; Abcam), PPARα (1:200; Affinity Biosciences) and ACSL1 (1:200; ABclonal). The fluorescently labeled cryosections were visualized using a fluorescence microscope (Olympus, Tokyo Japan). The potential for non-specific staining can be effectively mitigated by employing isotype control antibodies that match the target antibody. If no signal was detected with the isotype control, this indicated high specificity of the target antibody.

### Oil Red O (ORO) staining

The hepatic tissue cryosections were fixed and subsequently coated with Oil Red O solution (Cyagen Biosciences Inc). Mayer's hematoxylin was utilized for the subsequent incubation of the cryosections. Gelatin glycerin (Servicebio) was applied to seal the cryosections. Positive density measurements were acquired using ImageJ software (National Institutes of Health).

### ROS activity assay

The ROS activity in hepatocytes was evaluated by employing DCFH-DA (2′,7′-dichlorodihydrofluorescein diacetate, Molecular Probes, Beyotime) staining. The samples were incubated with a ROS working solution, and the number of ROS-positive cells was quantified under a microscope.

### Quantitative real-time PCR

The isolation of total RNAs from liver tissues and their reverse transcription into cDNA were performed using a kit (TaKaRa) according to the manufacturer's instructions for quantitative real-time PCR. For relative quantification of PPARα (Forward Sequence: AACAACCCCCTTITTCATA; Reverse Sequence: GACGGTCTCCACGGACATG), ACSL1 (Forward Sequence: GAAGCCCAAGC CTCCAGAAC; Reverse Sequence: GCGATGAATGCACTCCGTTG), CPTα (Forward Sequence: CTTCCAACGCATGACAGCAC; Reverse Sequence: TTAA CCATGATCGGCCCTCG) and CPT2 (Forward Sequence: GAGGCATTTGTCA GGGAGCC; Reverse Sequence: CTGCTGCCAGATACCGTAGAG), the ChamQ SYBR qPCR master mix (Epizyme) was employed. GAPDH was selected as the invariant internal control for RT-qPCR and subsequent normalization. The comparative CT method was used to calculate relative expression levels.

### RNA sequencing and bioinformatics analysis

High-throughput transcriptome sequencing was performed by Cloud-Seq Biotech. In brief, liver tissue underwent total RNA extraction using TRIZOL reagent (Invitrogen). The Ribo-NEBNext rRNA Removal kit (Illumina) was utilized for the depletion of total RNA. Subsequently, an RNA library was generated using purified RNA samples and the TruSeq Stranded Total RNA Library Preparation kit (Illumina) following the manufacturer's instructions. The quality control and library quantification were conducted using a BioAnalyzer 2100 system. Subsequently, the denatured single-stranded DNA molecules from the 10-pM library were captured on Illumina flow cells and underwent *in situ* amplification and clustering. Finally, sequencing with 150 cycles was performed on an Illumina HiSeq sequencer following the manufacturer's protocol. Raw counts were generated using HTSeg software (v0.9.) and subsequently normalized by edgeR software.

### Western blot analysis

The liver tissue was dissected and proteins were extracted using RIPA buffer. Subsequently, the proteins were separated on SDS-PAGE gels and transferred onto PVDF membranes. The membranes were then incubated with antibodies against Aqp5 (1:1000; Abcam), PCNA (1:1000; Affinity Biosciences), CyclinD1 (1:1000; Affinity Biosciences), PPARα (1:1000; Affinity Biosciences), ACSL1 (1:1000; ABclonal), and GAPDH (1:3000; Kangchen Shanghai China). Afterwards, they were incubated with secondary fluorescein-conjugated antibodies (1:3000; Zhongshan Jianqiao Biotech). Image detection was performed using a Tannon imaging system (Tanon 5200).

### Hepatocytes isolation and culture

Primary hepatocytes were isolated from male C57BL/6J mice. Briefly, mice were anesthetized with isoflurane and the portal vein was cannulated with a 0.45 mm needle. Then the inferior vena cava (IVC) was immediately cut to allow fluid to drain. Hank's Balanced Salt Solution (HBSS; Solarbio) containing 5 mM glucose supplemented with 0.5 mM EGTA and 10 mM HEPES (pH 7.4 at 37 °C) was perfused. HBSS (Solarbio) containing Calcium and magnesium supplemented with 100 U/ml Penicillin and 0.1 mg/ml Streptomycin (Pen/Strep), 15 mM HEPES, and 100 U/ml of collagenase (Type IV, maokangbio) was then perfused to digest the liver. After sufficient digestion, the gall bladder was removed and the liver was excised and transferred to a dish containing 15 ml of the same medium used for digestion. Cells were liberated by tearing and shaking of the liver with forceps followed by gentle trituration. Then, the liver was dissolved in a residual digestive fluid and filtered with a 100 μm cell strainer. Hepatocytes were obtained by low-speed centrifugation (100 x g) for 2 min at 4˚C. Cell culture plates were coated with 0.03 mg/ml rat tail collagen I 2h in advance at room temperature and washed three times with sterile PBS before use. The cells were seeded onto 6-well or 96-well plates with 8 × 10^4^ cells/ml precoated with rat tail tendon collagen I (Shengyou Biotechnology Co., Ltd). Upon reaching a confluency of 70 to 80%, the cells were incubated with lentivirus, N-acetyl-L-cysteine (NAC) and PPAR pathway agonist WY-14643 (TargetMol), subsequently total protein were extracted for western blotting. Besides the cells were incubated with H_2_O_2_ (Sigma) and acetazolamide (AZ; MCE), inhibitors of Mammalian Aquaporin Water Channels.

### Transduction of recombinant lentivirus

To achieve the overexpression and knockdown of *Aqp5*, primary hepatocytes at passage two were seeded in cell culture flasks until they reached 30 to 50% confluency. Subsequently, cells were transfected with control, interfering, or overexpression lentiviral vectors using a commercially available kit (General Biol). Following a transfection period of 24 to 48 h, the culture medium was replaced with a fresh medium.

### Statistical analyses

The data were presented as mean ± standard deviation (SD). An unpaired two-tailed Student *t* test was employed to determine the differences between the two groups. For studies involving multiple tests, one- or two-way ANOVA was utilized. A significance level of *p* < 0.05 was considered statistically significant for each bilateral test (∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001). GraphPad Prism software version 7 0.0 (GraphPad Software Inc.) was used for all statistical analyses.

## Data availability

The data of sequencing results for this study can be found in the GEO database (GSE284995).

Please see https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284995 for more details.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## Figures and Tables

**Supplementary Fig1:**
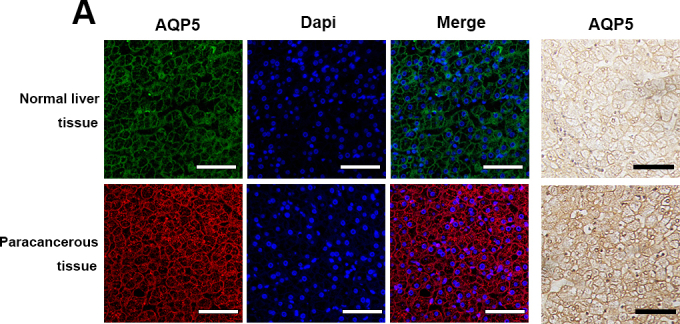

**Supplementary Fig2:**
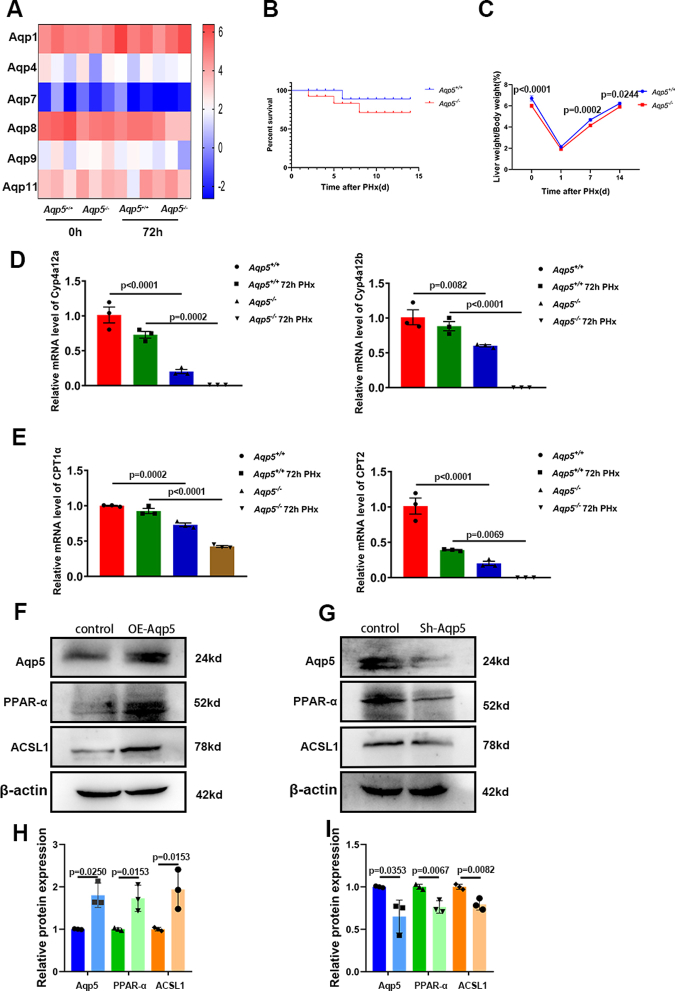

**Supplementary Fig3:**
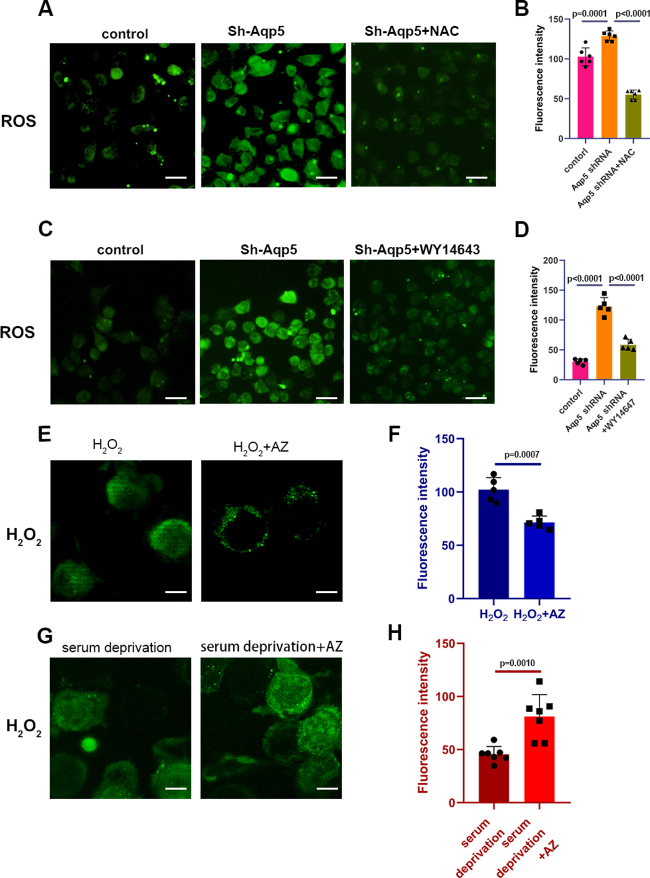

# Supplementary material for: Aquaporin five deficiency suppresses fatty acid oxidation and delays liver regeneration through the transcription factor PPAR
**Source:** J Biol Chem. 2025 Feb 11;301(3):108303. doi: 10.1016/j.jbc.2025.108303
**Supplement:** Supplementary figure legend

**Supplementary figure legend**

**Supplementary Figure 1** (A) Immunofluorescence and immunohistochemical staining showed the expression of AQP5 in normal liver and Paracancerous tissues from human (red, green, AQP5; blue, DAPI). Scale bar: (A) 20μm.

**Supplementary Figure 2**  (A) Heatmap of target genes between *Aqp5^+/+^* and *Aqp5^−/−^* mice 72h after PHx screened by RNA-sequencing. (B) Survival of *Aqp5^+/+^* and *Aqp5^−/−^* mice (n = 15/group) after 70% PHx. (C) Liver to body weight ratio of *Aqp5^+/+^* and *Aqp5^−/−^* mice at indicated time points after 70% PHx (n = 12/group). Statistics were calculated by using Two-way ANOVA with Sidak’s multiple comparison test. For a 2-way ANOVA comparing time points (0, 1, 7, 14 days) and genotype (wild-type vs. knockout) for their effect on Liver / body weight : Time : F (3, 24) = 1344, p < 0.0001; Genotype : F (1, 24) = 66.36, p < 0.0001; Interaction (Time × Genotype) : F (3, 24) = 3.982, p < 0.0001. (D) mRNA expression of Cyp4a12a and Cyp4a12b at 72h after PHx was determined by qPCR. Statistics were calculated by using one-way ANOVA with Sidak’s multiple comparison test. The Cyp4a12a results showed that the overall difference is significant, with F (3, 8) = 53.13, p < 0.0001. The Cyp4a12b results showed that the overall difference is significant, with F (3, 8) = 49.77, p < 0.0001. (E) mRNA expression of CPT1α and CPT2 at 72h after PHx was determined by qPCR. Statistics were calculated by using one-way ANOVA with Sidak’s multiple comparison test. The CPT1α results showed that the overall difference is significant, with F (3, 8) = 117.6, p < 0.0001. The CPT2 results showed that the overall difference is significant, with F (3, 8) = 55.16, p < 0.0001. (F) Western blotting showed the expression level of *Aqp5*, PPAR-α, ACSL1 and β-actin in primary hepatocyte after *Aqp5* overexpression of lentivirus treatment. (G) *Aqp5*, PPAR-α, ACSL1 and β-actin expression was quantified. (n = 3). An unpaired two-tailed Student t-test was employed to determine the differences between the two groups. (H) Western blotting showed the expression level of *Aqp5*, PPAR-α, ACSL1 and β-actin in primary hepatocyte after the *Aqp5* knockdown lentivirus treatment. (I) *Aqp5*, PPAR-α, ACSL1 and β-actin expression was quantified. (n = 3) An unpaired two-tailed Student t-test was employed to determine the differences between the two groups. Data were shown as mean ± SD.

**Supplementary Figure 3** (A) ROS in primary hepatocytes after the *Aqp5* knockdown lentivirus and NAC treatment. (B) ROS staining intensity analyzed by ImageJ software. Statistics were calculated by using a One-way ANOVA with Sidak’s multiple comparisons. The results showed that the overall difference is significant, with F (2, 15) = 129.9, p < 0.0001. (C) ROS in primary hepatocytes after the *Aqp5* knockdown lentivirus and WY14647 treatment. (D) ROS staining intensity analyzed by ImageJ software. Statistics were calculated by using a One-way ANOVA with Sidak’s multiple comparisons. The results showed that the overall difference is significant, with F (2, 12) = 105.6, p < 0.0001. (E) H_2_O_2_ staining in primary hepatocytes after H_2_O_2_ Incubation and AZ treatment. (F) H_2_O_2_ staining intensity analyzed by ImageJ software. An unpaired two-tailed Student t-test was employed to determine the differences between the two groups. (G) H_2_O_2_ staining in primary hepatocytes after serum deprivation and AZ treatment. (H) H_2_O_2_ staining intensity analyzed by ImageJ software. An unpaired two-tailed Student t-test was employed to determine the differences between the two groups. Data were shown as mean ± SD. Scale bar: (A) (C) 25μm. (E) (G) 10μm.

How the deposited data were processed for this re-analysis (not part of the article)

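Liver RNA of Aqp5+/+ and Aqp5-/- mice at 72 h after 70% PHx was compared, with 3 libraries per genotype. The paper states 3-month-old male mice for PHx. The raw counts per gene were made by the authors with HTSeq and are used as deposited, after trimming with cutadapt 1.9.3 and alignment with HISAT2 2.0.4 to mm10. A further block of deposited values holds log2 counts per library total after edgeR normalization by the authors, and it served only as an alternative. All 6 libraries with counts were used and 0 of their columns were left out. Genes were matched by identifier to GENCODE vM21 on GRCm38, which held 16666 of the 16858 genes in the table, 15828 of them under the same symbol, and 29 symbols stood on more than 1 line.

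Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total count of 15, which left 12353 genes. Counts were scaled by TMM, with factors of 0.997, 0.935 and 0.909 for Aqp5+/+ replicates 1 to 3 and 1.07, 1.02 and 1.08 for Aqp5-/- replicates 1 to 3. The genotypes were compared with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test with robust estimation, 2-sided, with Benjamini-Hochberg adjustment and no covariate. Genes were called at an adjusted p under 0.05, and a fold change is Aqp5-/- against Aqp5+/+. For the numbers of genes set beside the paper's, the lines drawn in Fig. 4C were used, an unadjusted p under 0.05 and an absolute log2 fold change over 1, since the paper's text gives p < 0.05 for its tests in general and names no fold change threshold. The median log2 fold change of all tested genes was 0.01, and 0.17 with library totals alone. The common biological coefficient of variation was 0.371.

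The list test was camera of limma 3.58.1 with a preset correlation of 0.01, over 42 gene lists written from general knowledge, with an estimated correlation and fry beside it. Lists were also tested for over-representation among lower genes by a 1-sided Fisher's exact test, with the tested genes as background. The gene lists, the tests and the rule for named genes were set before the data were examined. By that rule the text names every gene the paper names for RNA-seq, RT-qPCR or proliferation, the aquaporins and the 23 genes of Fig. 4D; in each direction the 12 called genes with the largest absolute log2 fold change whose groups do not overlap and whose mean is at least 1 CPM in the higher group; and up to 4 called members of each list. Values printed in the paper's figures had been seen when the rule was written. Not every gene that the rule names was used here. Predicted genes were counted but not named, so that 11 lower genes were named.

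Library totals ranged from 7130831 to 15550006 counts, and the 50 most abundant genes took 31.1 to 34.9% of the counts. Correlations of log2 CPM between libraries, over genes and with a prior count of 2, lay between 0.826 and 0.961. Tested on simulated data built from these libraries, the edgeR comparison recovered 9.09% of genes changed 2-fold, 67.2% of genes changed 4-fold and 90.8% of genes changed 8-fold, with 6 false calls among 11966 unchanged genes. With nothing changed it made 0 calls. A planted list of 40 genes, 20 of them lower by 2-fold, 4-fold or 8-fold, ranked 1 of 100 by camera, and 0 of 99 random lists of unchanged genes passed. The rank was a check that the run had to pass, and it does not show how lists with small shifts would rank. Simulated genes were drawn independently, so this could not test camera on correlated genes. The cell cycle list had an estimated correlation of 0.77 in the real libraries.

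The alternatives were DESeq2 1.42.0, edgeR's exact test, limma with a trend on log2 CPM and on the deposited log2 values, a linear model with no moderation, RLE size factors, library totals alone, no filter, a stricter filter with a mean of at least 1 CPM, the replicate number as a block, and leaving out each of the 6 libraries in turn. The expression of Aqp5 and Xist was not analysed here.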

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

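The tests of explanations and of other splits in this part were chosen only after the result was seen.

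The female-biased liver genes stood out as a signal outside the genes that the paper discusses, with a median log2 fold change of 5.18 and 12 of 32 tested genes higher in Aqp5-/- livers (camera adjusted p = 3.6e-64, and adjusted p = 0.022 with an estimated correlation). Without Aqp5+/+ replicates 1, 2 and 3 this count was 0, 3 and 1, and without Aqp5-/- replicates 1, 2 and 3 it was 10, 1 and 15. The lists and their camera test were set before the data were examined, though after Fig. 4D had been seen. The choice to single out lists of this kind was made after their values were seen. Male-biased genes were lower, and Y-linked transcripts were at 0.246 to 0.336% of the Aqp5+/+ mean in the 3 Aqp5-/- libraries.

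Male Aqp5-/- livers with a feminized expression program would keep their Y-linked transcripts, and the highest Aqp5-/- library had 0.336% of the Aqp5+/+ mean, which argues against it. Lower depth is argued against by the total counts, which were on average 118% of the Aqp5+/+ total in Aqp5-/- libraries. Livers of female Aqp5-/- mice and male Aqp5+/+ mice may give this pattern, and the 4 X-linked genes that escape X inactivation, Eif2s3x, Kdm6a, Kdm5c and Ddx3x, chosen after the values were seen, had a median log2 fold change of 0.63, as that would require. The paper states male mice, and the source of the tissue was not tested further. Every Aqp5-/- library was below every Aqp5+/+ library in Y-linked transcripts, so that for any gene the genotype and this difference were fully confounded, and no comparison within either pattern of sex-linked expression could be made.

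The PPAR signaling list was lower in Aqp5-/- livers by camera with the preset correlation (adjusted p = 0.001, and adjusted p = 0.23 with an estimated correlation). With the preset correlation it was still lower without Aqp5+/+ replicate 2 (adjusted p = 0.0059) and without its 3 members on the sex-biased lists (adjusted p = 0.015). Absence from those lists does not show a lack of sex bias, so other sex-biased genes may remain. Removal of the 3 members left the median log2 fold change at -0.26 against -0.27 and moved the mean from -0.46 to -0.28. Neither the full list nor the list without these members (adjusted p = 0.41) passed with an estimated correlation, so how far they contribute stays open. Lower PPARα activity stays open too, since classical PPARα targets without sex-biased members had an adjusted p of 0.34 and a median log2 fold change of -0.13. The confounding of genotype with sex-linked expression applies to both.

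Cell cycle genes were low in Aqp5+/+ replicate 2, with a median log2 difference of -2.55 to the other Aqp5+/+ libraries. In the same library the median log2 difference was 1.82 for mitochondrial transcripts, 1.36 for T and NK cell markers, 1.24 for adipocyte markers, 1.19 for omega-oxidation, -0.91 for cholesterol synthesis, -0.93 for antioxidant defence, -1.14 for acute phase genes, -1.16 for neutrophil markers and -1.18 for erythroid markers, and albumin took 3.66% of its counts against 6.34 to 8.43% in the other libraries. Lower depth of this library is argued against, since the difference was -2.43 after the other libraries were thinned to its total. A longer fast would lower the genes of fatty acid and triglyceride synthesis, whose median log2 difference was 0.33 with quartiles of -0.60 and 0.72. The lists of omega-oxidation, cholesterol synthesis and classical PPARα targets (0.24) lie on the side that a fast would give. Those of mitochondrial (-0.27) and peroxisomal (-0.17) fatty acid oxidation and of fatty acid degradation (-0.23) do not. A longer fast stays open. RNA quality and tissue composition stay open too and were not tested.

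Of the 10 splits of the 6 libraries into 3 and 3, 1 called as many genes as the genotypes, the genotypes themselves with 41, and the highest other split called 0. For genes past the lines of Fig. 4C, 1 split passed as many, again the genotypes with 628, and the highest other split passed 393. With 10 splits no share under 0.05 can be reached.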

How the results depend on the processing

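In this part, edgeR's exact test with no filter, the linear model on all deposited log2 values, the deposited pathway membership, the classical PPARα targets without sex-biased members, the lists without these members under an estimated correlation and the exact test for single genes were chosen only after the result was seen. Of the comparisons of single genes 594 kept their direction and their side of the threshold, 117 lost a call, 9 gained one and 33 changed direction. For lists these numbers were 452, 50, 18 and 34. Genes and lists that did not pass in the main run cannot lose a call, and they are counted among those that kept their side. Of 13 settings, the calls of Ddx3y, Eif2s3y and Uty were each kept in 13. That of Cyp4a12a was kept in 11, that of Cyp4a12b in 7 and that of Ngp in 4. Where a value changed, the cause was not tested.

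The number of genes called, 41 (19 higher, 22 lower), was 240 with DESeq2 (114 higher, 126 lower), 222 with edgeR's exact test (109 higher, 113 lower), 0 with the linear model with no moderation (0 higher, 0 lower), 173 with the exact test and no filter (81 higher, 92 lower) and 4 with the linear model on all deposited log2 values (1 higher, 3 lower). With no filter 11 were higher. DESeq2 and the exact test called all 41. Without each library in turn the number was 4 to 45, with 0 to 22 higher and 3 to 23 lower. It was 4 without Aqp5+/+ replicate 1 and without Aqp5-/- replicate 2, 17 without Aqp5+/+ replicate 2, 16 without Aqp5+/+ replicate 3 and 26 without Aqp5-/- replicate 1. Past the lines of Fig. 4C lay 628 genes, and 346 with the linear model with no moderation (169 higher, 177 lower), 985 with the exact test and no filter (604 higher) and 547 higher genes with library totals alone. Leaving out 1 library gave 485 to 926 genes, 222 to 549 higher and 212 to 419 lower.

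With the replicate number as a block, 39 genes were called and 23 of them were among the 41. The paired numbers are not shown to match libraries, since Aqp5+/+ replicate 1 correlated best with Aqp5-/- replicate 3 (0.09) and the pairs with equal numbers gave -0.06, 0.23 and 0.15. In this replicate block the adjusted p of Cyp4a12b was 0.067, 340 genes were past the lines of Fig. 4C higher (the paper's number is 523), and the log2 fold change was -0.09 for Elovl6 and 0.01 for Aqp4.

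The PPAR signaling list (camera adjusted p = 0.001) had an adjusted p of 0.23 with an estimated correlation, 0.15 by fry and 0.41 without sex-biased members and with an estimated correlation. The list of Fig. 4D, which the study chose on these samples, so that a test of its direction is no independent evidence, had 0.2 with an estimated correlation and 0.091 by fry. Over-representation of PPAR signaling had an adjusted p of 0.061 without sex-biased members and 0.064 with the deposited membership. The exact test behind 0.064 also had another background and was adjusted over the pathways of that membership. PPAR signaling is also a term of Fig. 4A, so this exact test is no independent evidence. Male-biased, female-biased and Y-linked genes passed in every alternative run. Classical PPARα targets changed direction without sex-biased members (0.34, and 0.84 with an estimated correlation). With no filter lipid uptake and export (0.97), pancreas acinar cell (0.018), adipocyte (0.83) and muscle (0.44) changed direction, and with the stricter filter pancreas acinar cell (0.15) did.

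Leaving out 1 library at a time changed the direction of these lists, with these lowest and highest adjusted p: classical PPARα targets 0.063 to 0.68, mitochondrial fatty acid oxidation 0.22 to 0.79, steroid hormone biosynthesis 0.0027 to 0.36, retinol metabolism 0.00028 to 0.65, fatty acid and triglyceride synthesis 0.11 to 0.88, cholesterol synthesis 2.8e-13 to 0.72, lipid droplets 0.58 to 0.96, lipid uptake and export 0.54 to 0.95, antioxidant defence 0.0031 to 0.7, cell cycle 3.7e-09 to 0.94, periportal hepatocyte 0.11 to 0.72, stellate cell 0.00019 to 0.79, cholangiocyte 0.0011 to 0.29, pancreas acinar cell 0.4 to 0.84, muscle 0.41 to 0.85, acute phase 5.1e-05 to 0.86, interferon response 3.6e-05 to 0.7 and mitochondrial transcripts 0.0077 to 0.82. Without Aqp5-/- replicate 3 steroid hormone biosynthesis and retinol metabolism passed in the opposite direction, at 0.0027 and 0.00028. Cell cycle was in the opposite direction without Aqp5+/+ replicate 2 (0.94).

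The direction of uncalled genes also changed. With library totals alone the log2 fold change was 0.04 for Cpt2, 0.08 for Mttp, 0.10 for Aqp4 and 0.16 for Acly. Leaving out 1 library gave log2 fold changes of -0.89 to 0.01 for Elovl5, -0.50 to 0.02 for Mgll, -0.79 to 0.20 for Aqp1, -0.45 to 0.07 for Plin2, -0.16 to 0.96 for Aqp11, -0.30 to 0.17 for Cpt2, -0.19 to 0.78 for Mki67, -0.34 to 1.30 for Fabp4, -0.07 to 0.21 for Cpt1a, -0.27 to 0.03 for Mttp, -0.33 to 0.70 for Elovl6, -0.15 to 0.22 for Acaca, -0.34 to 0.17 for Aqp4 and -0.25 to 0.26 for Acly. Depth and spread limit what can be called: on simulated data 9.09% of genes changed 2-fold were recovered.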

Differences from the paper's values

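For single genes, edgeR's exact test was chosen only after the result was seen.

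With the main settings no count differed from the paper's by more than 1.5 times, although the number of higher genes was near that margin. The paper's number of identified genes is 16599 and the number with a count in at least 1 library was 16161. The paper's total of differentially expressed genes is 770, with 247 lower and 523 higher, and 628 genes lay past the lines of Fig. 4C, with 272 lower and 356 higher. The paper's text gives p < 0.05 for its tests in general and names no fold change threshold for the RNA-seq, so the lines were read from Fig. 4C. With edgeR's exact test, 770 genes lay past those lines, the paper's total, but 321 were lower and 449 higher. DESeq2 gave 765 genes, 331 lower and 434 higher. Counts past the margin came with some alternatives set before the data were examined. The total was 485 without Aqp5-/- replicate 3 and 346 with the linear model with no moderation. Higher genes numbered 319 without Aqp5+/+ replicate 2, 222 without Aqp5-/- replicate 3, 327 with limma on log2 CPM and 169 with the linear model with no moderation. Lower genes numbered 419 without Aqp5+/+ replicate 3 and 391 without Aqp5-/- replicate 2.

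The log2 fold changes in Fig. 4C, read by eye, are about -7.8 for Cyp4a12a, about -6.3 for Cyp4a12b and about -1.3 for Acsl1, and those found here were -7.85, -6.31 and -1.31. Without Aqp5-/- replicate 3 that of Cyp4a12b was -7.51.

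The paper names Acsl1 among the genes with significant changes. Its adjusted p from edgeR's quasi-likelihood test was 0.37, with an unadjusted p of 0.0087 that is past the lines of Fig. 4C. DESeq2, an alternative set before the data were examined, called Acsl1 at an adjusted p = 0.026, and edgeR's exact test gave 0.1. Cyp4a12a and Cyp4a12b, which the paper names with it, were called.

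The paper states male mice for PHx. The Y-linked gene Ddx3y had 5, 4 and 11 counts in Aqp5-/- libraries against 1416, 1206 and 1492 in Aqp5+/+ libraries.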

Other observations

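The paper reports lower RT-qPCR values of PPARα, ACSL1, CPT1α and CPT2 in Aqp5-/- livers at 72 h after PHx. In these libraries Cpt1a, which carries long-chain fatty acids into mitochondria, was at 534 ± 66.4 CPM in Aqp5+/+ and 568 ± 109 CPM in Aqp5-/- livers (SD, n = 3 each; log2 fold change 0.09, adjusted p = 0.93 from edgeR's quasi-likelihood test). Cpt2, the enzyme on the inner mitochondrial membrane, was at 69.5 ± 22.9 and 63.7 ± 6.18 CPM (log2 fold change -0.13, adjusted p = 0.89, edgeR), and its log2 fold change was 0.04 with library totals alone. Libraries and RT-qPCR samples were not stated to be the same animals.

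The proliferation marker Mki67 was at 135 ± 92 CPM in Aqp5+/+ and 163 ± 49.8 CPM in Aqp5-/- livers (SD, n = 3 each; log2 fold change 0.27, adjusted p = 0.89, edgeR). Aqp5+/+ replicate 2 had 35 CPM of it against 216 and 154 CPM in the other Aqp5+/+ libraries, and without that library its log2 fold change was -0.19. Pcna had a log2 fold change of 0.56 (adjusted p = 0.61, edgeR) and Ccnd1 of 1.42 (adjusted p = 0.58, edgeR). Of 40 cell cycle genes none was called by edgeR or DESeq2, with a median log2 fold change of 0.39 (camera adjusted p = 0.00021, adjusted p = 0.75 with an estimated correlation). Without Aqp5+/+ replicate 2 the list was in the opposite direction at an adjusted p of 0.94, and without Aqp5-/- replicate 1 its adjusted p was 0.082.

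Markers of Kupffer cells and macrophages had a median log2 fold change of 1.26. Of 14 tested none was called by edgeR's quasi-likelihood test, 6 were called by DESeq2 and 13 were higher when adjusted over the list alone (camera adjusted p = 2.4e-14, adjusted p = 0.22 with an estimated correlation). Neutrophil markers had a median log2 fold change of 2.60, with 1 of 8 called, Ngp, which had 0, 0 and 1 counts in Aqp5+/+ libraries and 39, 26 and 50 in Aqp5-/- libraries (adjusted p = 0.048, edgeR, and 0.11 to 0.31 with each library left out). The list's camera adjusted p was 6.3e-08, and adjusted p = 0.22 with an estimated correlation. Immediate early and heat shock genes had a median of 0.93, and no gene of 13 was called (camera adjusted p = 3.9e-05, adjusted p = 0.2 with an estimated correlation).

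Other lists passed camera with the preset correlation and not with an estimated one. Pericentral hepatocyte markers had a median log2 fold change of -0.60 (adjusted p = 0.00045, adjusted p = 0.57 with an estimated correlation), and their median log2 level relative to the Aqp5+/+ mean was -0.52, -0.31 and -1.59 in Aqp5-/- replicates 1, 2 and 3. Aqp5-/- replicate 3 stood apart from the other libraries, with correlations of 0.826 to 0.914 against 0.892 to 0.961 among the others, and median log2 levels of 3.38 for cholangiocyte, 3.54 for neutrophil and 1.48 for stellate cell markers. Genes of fatty acid degradation had -0.13 (0.001, and 0.5 with an estimated correlation), with Cyp4a12a and Cyp4a12b called. Sinusoidal endothelial markers had -0.54 (0.006, and 0.54), with 0.13 without Aqp5+/+ replicate 1 and 0.074 without Aqp5-/- replicate 1. B cell markers had -1.19 (0.013, and 0.23). Genes of bile acid synthesis and transport had -0.41 (0.019, and 0.54), with Cyp39a1 higher and Cyp7b1 lower, and 0.12 without Aqp5+/+ replicate 2. Erythroid markers had -0.36 (0.022, and 0.54), with Alas2 lower, 0.073 without Aqp5+/+ replicate 1 and 0.28 without Aqp5+/+ replicate 3 or Aqp5-/- replicate 2. Their camera adjusted p was 0.07 with the replicate number as a block. Genes of tyrosine and vitamin B6 metabolism had -0.15 (0.04, and 0.66), with 0.13 and 0.55 without Aqp5+/+ replicates 1 and 3 and 0.064, 0.094 and 0.22 without Aqp5-/- replicates 1, 2 and 3. Their camera adjusted p was 0.053 with the replicate number as a block and 0.15 with the stricter filter. T and NK cell markers had -1.05 (0.041, and 0.69), with 0.6 without Aqp5+/+ replicate 2 and 0.45 without Aqp5-/- replicate 3. Fatty acid degradation, tyrosine and vitamin B6 metabolism, and primary bile acid biosynthesis are terms of Fig. 4A, so tests of these lists are no independent evidence.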
